# PRMT5 is essential for B cell development and germinal center dynamics

**DOI:** 10.1038/s41467-018-07884-6

**Published:** 2019-01-03

**Authors:** Ludivine C. Litzler, Astrid Zahn, Alexandre P. Meli, Steven Hébert, Anne-Marie Patenaude, Stephen P. Methot, Adrien Sprumont, Thérence Bois, Daisuke Kitamura, Santiago Costantino, Irah L. King, Claudia L. Kleinman, Stéphane Richard, Javier M. Di Noia

## Abstract

Mechanisms regulating B cell development, activation, education in the germinal center (GC) and differentiation, underpin the humoral immune response. Protein arginine methyltransferase 5 (Prmt5), which catalyzes most symmetric dimethyl arginine protein modifications, is overexpressed in B cell lymphomas but its function in normal B cells is poorly defined. Here we show that Prmt5 is necessary for antibody responses and has essential but distinct functions in all proliferative B cell stages in mice. Prmt5 is necessary for B cell development by preventing p53-dependent and p53-independent blocks in Pro-B and Pre-B cells, respectively. By contrast, Prmt5 protects, via p53-independent pathways, mature B cells from apoptosis during activation, promotes GC expansion, and counters plasma cell differentiation. Phenotypic and RNA-seq data indicate that Prmt5 regulates GC light zone B cell fate by regulating transcriptional programs, achieved in part by ensuring RNA splicing fidelity. Our results establish Prmt5 as an essential regulator of B cell biology.

## Abstract (web summary)

Protective antibody responses depend critically on proper B cell development and differentiation at multiple stages. Here the authors show that a protein arginine methyltransferase, Prmt5 uses multiples pathways to prevent death of immature B cells, yet modulates, in p53-independent manners, the survival and differentiation of mature B cells.

## Introduction

B lymphocytes transit through multiple cellular stages to acquire functional proficiency and produce high affinity antibodies. B cell development in the bone marrow (BM) alternates between quiescent and replicative stages, with checkpoints for the successful rearrangement of the immunoglobulin genes (*Ig*)^1^. Mature B cells in the periphery undergo further functional transformations after cognate antigen engagement: activation, proliferation, programmed *Ig* mutation coupled to antibody affinity-based selection in the germinal center (GC), and differentiation into memory or plasma cells^2^.

The transition of mature B cells from quiescence to an activated state requires functional changes enabled by rapid transcriptional changes^3^. T-cell help stimulates migration of activated B cells into lymphoid follicles, where proliferation drives the GC reaction. The GC undergoes formation, expansion, and attrition over ~3 weeks after antigenic challenge^2^. Mature GCs are organized into two separate regions, the dark (DZ) and light (LZ) zones, which contain functionally distinct B cell subsets^2^. Centroblasts in the DZ are highly proliferative and undergo *Ig* somatic hypermutation initiated by activation-induced deaminase (AID). Centrocytes in the LZ proliferate less and compete for antigen and T cell help, which select those expressing high-affinity antibodies^4^. These functional changes during the GC reaction are regulated by master transcription factors including Bcl6 and Pax5 that define the GC fate, while the expression of Irf4 and Prdm1 defines plasma cell differentiation^5^. In contrast, transcriptional differences between centrocytes and centroblasts are subtle^6^. Nevertheless, additional transcriptionally defined GC B cell subsets suggest a more than binary GC dynamics^7,8^.

Gene expression is regulated by post-translational modifications of chromatin components, including arginine methylation catalyzed by a family of protein arginine methyltransferases (PRMTs) that can also regulate pre-mRNA processing, protein synthesis, and signal transduction^9,10^. The relevance of arginine methylation in B cells was suggested by a pan-PRMT inhibitor, which reduced B cell proliferation ex vivo^11^. However, enzyme-specific analyses are necessary, as each PRMT modifies a non-overlapping set of substrates and mice lacking individual PRMTs display different phenotypes^9^. There are three types of PRMTs. Type I PRMTs transfer two methyl groups to the same nitrogen of the arginine guanidino group to produce asymmetric dimethyl-arginine (DMA), type II produce symmetric DMA (sDMA) by modifying two different nitrogen atoms, and type III transfer a single methyl group^9^. Recent work on two PRMTs indicates that each has unique functions in B cells. The type I methyltransferase PRMT1 promotes Pre-B cell differentiation and is necessary for GC formation and antibody responses^12–15^. The type III methyltransferase PRMT7 limits GC formation^16^. Little is known about the role of the type II enzymes PRMT5 and PRMT9 in normal B cells, but Prmt5 and sDMA levels are increased in activated mouse B cells^17^, suggesting a physiological function.

PRMT5 has garnered attention because it is overexpressed in GC-experienced and mantle cell human B cell lymphomas, correlating with poor prognosis^18,19^. Accordingly, PRMT5 promotes disease progression in mouse models of oncogene-driven leukemia^20^ and its depletion reduces proliferation of B cell lymphoma cells^18,19,21^. PRMT5 inhibition is emerging as a potential therapy against lymphoma^22,23^ calling for understanding the relevance and functions of this enzyme in normal B cells.

PRMT5 is responsible for most cellular sDMA and has multiple substrates, which allow PRMT5 to regulate major aspects of cell physiology^24^. PRMT5 acts mainly as a transcriptional corepressor by methylating histones but can also regulate the function of transcription factors, notably p53^19,24^. PRMT5 also methylates splicing factors to modulate pre-mRNA processing^19,25,26^, as well as cytoplasmic proteins to regulate signaling^27^. Additionally, PRMT5 can regulate homologous recombination-mediated DNA repair^28^.

Here we show that Prmt5 is critical for all major proliferative B cell stages during development in the BM and periphery, as well as for antibody responses. Prmt5 regulates transcription and splicing fidelity in B cells, thereby preventing an apoptotic p53 response that otherwise hampers the development of Pro-B cells. Moreover, Prmt5 has critical p53-independent functions in most other B cell stages, underpinning Pre-B cell differentiation and preventing apoptosis during B cell activation and promoting GC expansion, with the latter function mediated, at least in part, by negatively regulating plasma cell differentiation. Our findings uncover Prmt5 as an important determinant of GC dynamics and will enable the comparison of the functions of Prmt5, and the effects of its inhibition, in normal and cancerous B cells.

## Results

### Distinct regulation of Prmt5 in proliferating B cells

To infer the time points in which Prmt5 might be functionally relevant, we analyzed *Prmt5* expression in B cell subsets. Prmt5 mRNA peaked during B cell development at the Pro-B and early Pre-B cell stages (Fig. 1a). Most subsequent stages, including all mature B cell populations, expressed similar Prmt5 mRNA levels. By contrast, Prmt5 mRNA was upregulated in B cells activated ex vivo (Fig. 1a). Accordingly, Prmt5 protein and sDMA detected on multiple proteins were maximal 48 h after stimulating resting splenic B cells with lipopolysaccharide (LPS) and IL-4 (Fig. 1b). Consistent with the gene expression profile, conditional deletion of *Prmt5* in Pro-B cells completely blocked B cell development (see below). However, using the CD19-cre driver, which deletes inefficiently in the BM^29^, allowed B cell development (Supplementary Fig. 1A). *Prmt5*^*F/F*^ CD19-cre mice produced normal numbers of splenic B cell subsets (Fig. 1c, Supplementary Fig. 1B) that were depleted of Prmt5 (Fig. 1d). Prmt5 protein and sDMA levels were also reduced in *Prmt5*^*F/F*^ CD19-cre splenic B cells stimulated ex vivo (Fig. 1e), with Prmt5 mRNA and protein levels correlating well (Fig. 1f). In contrast to activated B cells, GC B cells showed similar Prmt5 mRNA levels to follicular B cells (Fig. 1a) but immunohistochemistry (IHC) revealed high Prmt5 expression within splenic GCs in immunized mice (Fig. 1g). Publicly available IHC data confirmed higher Prmt5 expression in GC versus follicular B cells in human lymphoid tissues (Supplementary Fig. 1C). Thus, Prmt5 is dispensable for the homeostasis of splenic follicular and marginal zone B cells but upregulated in proliferating B cell stages, with distinct regulation in activated and GC B cells that suggest different functions in each of these stages.

**Fig. 1:**
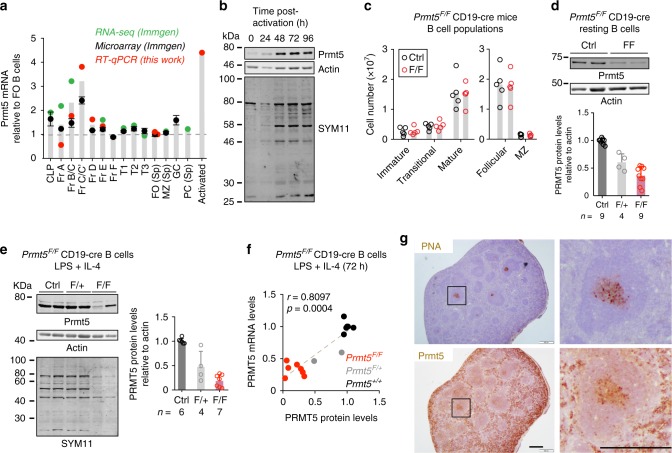
Regulated Prmt5 expression in B cells. **a** Prmt5 transcript levels in B cell stages from the indicated datasets, each normalized to follicular (Fo) B cells. RT-qPCR data were normalized to Actin mRNA and obtained from a pool of two mice sorted for Hardy’s BM fractions (FrA to E), or from splenic B cells from two mice stimulated ex vivo with LPS and IL-4 for 48 h (Activated). CLP common lymphoid progenitor, T1–T3 transitional B cells, MZ marginal zone B cells, PC plasma cells, Sp spleen. **b** Prmt5 expression kinetics and sDMA-modified proteins by WB in extracts of WT splenic B cells stimulated with LPS (5 µg/mL) and IL-4 (5 ng/mL) probed with anti-PRMT5, -Actin (as loading control), and -sDMA (SYM11) antibodies. **c** Absolute number of B cell subpopulations in the spleen of CD19-cre (Ctrl) and *Prmt5*^*F/F*^ CD19-cre (F/F) mice. Individual mice (dots) and mean (bars) values are plotted. Gatings in Supplementary Fig. 1B. **d** Representative WB of resting splenic B cell extracts from CD19-cre (Ctrl) and *Prmt5*^*F/F*^ CD19-cre (F/F) mice. Means + s.d. levels of Prmt5 normalized to Actin quantified from *n* mice by WB are plotted relative to the Ctrl. **e** Representative Prmt5, Actin, and sDMA (SYM11) WB and quantitation as in **d**, in extracts of splenic B cells activated with LPS (5 µg/mL) and IL-4 (5 ng/mL) for 72 h. **f** Prmt5 mRNA (by RT-qPCR) as a function of Prmt5 protein (by WB) at 72 h post-stimulation for individual mice. Spearman’s test correlation coefficient (*r*) and *p*-value (*p*) are indicated. **g** Representative immunohistochemical staining for PNA as GC marker and Prmt5 on consecutive mouse spleen sections at day 14 post-immunization. Scale bars, 500 µm

### Prmt5 promotes survival of activated B cells in vivo

To assess the relevance of Prmt5 in stimulated B cells, we immunized mice with NP-CGG in alum. GC B cell numbers were reduced by >2-fold in *Prmt5*^*F/F*^ CD19-cre compared to control mice at day 14 post-immunization (Fig. 2a). Despite Prmt5 being efficiently deleted in follicular B cells in *Prmt5*^*F/F*^ CD19-cre mice, the vast majority of GC B cells found after immunization were consistently Prmt5^+^ (Fig. 2b, Supplementary Fig. 1D). Quantification of the immunofluorescence (IF) signal showed significantly reduced Prmt5 levels in follicular B cells from *Prmt5*^*F/F*^ CD19-cre mice compared to controls, while GC B cells displayed similar Prmt5 levels in both mice, resulting in a significantly higher follicular/GC Prmt5 signal ratio (Fig. 2b). We conclude that the minority of B cells that had failed to excise *Prmt5* outcompeted Prmt5-null B cells after activation in these mice, strongly suggesting a B cell intrinsic role for Prmt5 in GC formation.

**Fig. 2:**
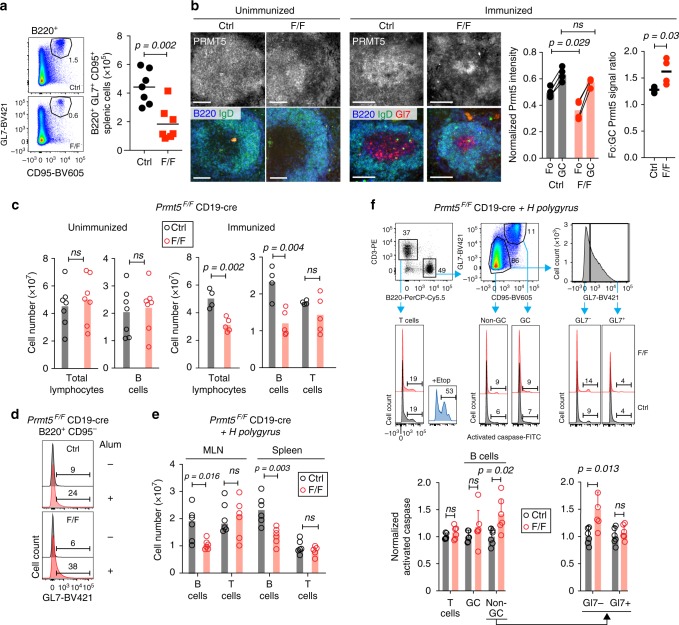
Prmt5 is required for the survival of activated B cells in vivo. All panels compare *Prmt5*^*F/F*^ CD19-cre (F/F) versus CD19-cre (Ctrl) mice. **a** Representative flow cytometry plots of splenic GC B cells (B220^+^, GL7^high^, CD95^+^) 14 days after NP-CGG immunization. Total number of GC B cell number for individual mice (symbols) and mean values (bars) from three experiments are plotted. **b** Representative immunofluorescence microscopy of mouse spleen sections stained for Prmt5, B220, GL7, and IgD from unimmunized (two per genotype from one experiment) or immunized with NP-CGG, day 14 (four per genotype from two experiments). Scale bars, 100 μm. The Prmt5 signal per follicular (Fo) and GC B cell was quantified in individual follicles from four immunized mice of each genotype. The lefthand plot shows mean normalized Prmt5 signal in Fo and GC B cells from 4–7 follicles per mouse (symbols), with lines joining mean values (bars) of the two B cell types in individual mice. The righthand plot shows the mean GC/Fo signal ratio per mouse. **c** Absolute number of splenic lymphocytes for individual mice unimmunized or 14 days post-immunization (symbols) with means (bars) from two experiments. **d** Representative histograms of GL7 expression in non-GC B cells (B220^+^ CD95^−^) from mice injected or not with Alum (day 14). One experiment, two mice per genotype per treatment. **e** Absolute number of B and T cells in mesenteric lymph node (MLN) and spleen of individual mice (symbols) 14 days post-infection with *H. polygyrus*, with medians (bars), from two experiments. **f** Sequential gating to analyze T, GC, and non-GC B cells, as well as the GL7− and GL7+ fractions of the latter (top) and representative histograms of pan-caspase staining in MLN of the mice analyzed in **e**. Gates were set using cells treated with etoposide (3 µM). Means + s.d. proportion of pan-caspase^+^ cells from six mice from two experiments are plotted, normalized to the control’s average for each subset. *p*-Values are by Mann–Whitney test (**b**) or an unpaired, two-tailed Student's *t* test (**c**, **e**, **f**); ns, not significant

We were intrigued by the reduction in total lymphocyte count due to B cell-loss in immunized *Prmt5*^*F/F*^ CD19-cre mice, which was not observed in unimmunized mice (Fig. 2c). Alum causes some polyclonal B cell activation^30^, as shown by the upregulation of the activation marker GL7 after injecting alum alone in our mice (Fig. 2d). To test the importance of Prmt5 upon B cell activation in vivo, we infected mice with *Heligmosomoides polygyrus*, a parasitic enteric nematode that induces polyclonal B cell activation^31^. At day 14 post-infection, total B cell numbers in mesenteric lymph node (MLN) and spleen were significantly reduced in *Prmt5*^*F/F*^ CD19-cre but not in control mice, whilst T cells were not affected (Fig. 2e). This reduction correlated with a significant increase in apoptosis in non-GC B cells in *Prmt5*^*F/F*^ CD19-cre mice (Fig. 2f). In contrast, neither T cells nor the mostly Prmt5^+^ GC B cells in these mice, showed any increase in apoptosis (Fig. 2f). Interestingly, most caspase activation was found in GL7^−^ splenic B cells in these mice (Fig. 2f), suggesting that apoptosis occurred soon after activation and Prmt5-deficient B cells did not survive to become GL7^+^. We conclude that Prmt5 protects early activated B cells from apoptosis.

### Prmt5 prevents B cell apoptosis at activation

To pinpoint the time at which Prmt5 was required during activation, we stimulated splenic B cells from *Prmt5*^*F/F*^ CD19-cre mice ex vivo with LPS and IL-4. Cell enumeration and cell division tracking dye showed reduced proliferation of Prmt5-deficient B cells (Fig. 3a). These Prmt5-null B cells had normal cell cycle profile (Fig. 3b) but significantly increased cell death, which was inversely correlated to Prmt5 levels (Fig. 3c, d). To test whether B cell survival depended on the catalytic activity of Prmt5, we treated wt B cells with the PRMT5-specific inhibitor EPZ015666 (EPZ)^23^, which reduced sDMA in cell extracts (Supplementary Fig. 2A). Inhibition of Prmt5 24 h prior to activation increased cell death and reduced cell numbers after activation in an EPZ dose-dependent manner (Supplementary Fig. 2B). In contrast, adding EPZ simultaneously with LPS and IL-4 reduced proliferation but did not increase apoptosis compared to control (Supplementary Fig. 2C). This difference suggested that the anti-apoptotic function of Prmt5 was mediated by factors that were pre-methylated in resting B cells. To confirm this, we produced *Prmt5*^*F/F*^ Cγ1-cre mice, which express the Cre-recombinase only after B cell activation^32^. We reasoned that the presence of the sDMA at the time of activation in *Prmt5*^*F/F*^ Cγ1-cre B cells might prevent the apoptosis seen in the sDMA-depleted *Prmt5*^*F/F*^ CD19-cre B cells. Indeed, stimulated *Prmt5*^*F/F*^ Cγ1-cre B cells showed efficient Prmt5 depletion without any increase in apoptosis compared to control cells (Fig. 3e). We conclude that Prmt5 functions to protect B cells from apoptosis at the time of activation.

**Fig. 3:**
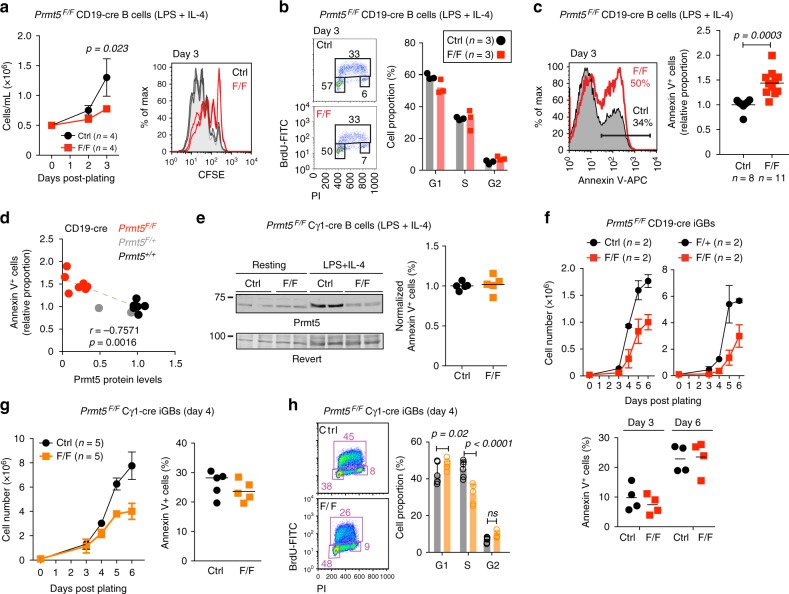
Prmt5 protects B cells from apoptosis and promotes proliferation. **a**–**d** One million naïve splenic B cells from CD19-cre (Ctrl) and *Prmt5*^*F/F*^ CD19-cre (F/F) mice were plated with LPS (5 µg/mL) + IL-4 (5 ng/mL). **a** Cell expansion over time monitored by cell counting (left) and number of cell divisions by day 3 monitored by CFSE stain dilution (right) from two experiments, four mice per genotype. **b** Cell cycle profile of cells pulsed with BrdU at day 3 before staining with anti-BrdU and propidium iodide (PI). Data for three mice (symbols) per genotype and means (bars) from one experiment are plotted. **c** Representative Annexin-V^+^ staining histograms of B cells 3 days post-plating. The proportion of Annexin-V^+^ cells for individual mice (symbols) and means (bars) from five experiments are plotted normalized to the Ctrl mean. **d** Proportion of Annexin-V^+^ B cells as a function of Prmt5 protein levels measured by WB and normalized to Actin 72 h post-stimulation. Spearman’s correlation coefficient (*r*) and *p*-value (*p*) are indicated. **e** WB of Prmt5 and Revert protein staining as loading control in extracts of splenic B cells from Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice, stimulated as in **a** for 72 h. The normalized proportion of Annexin-V^+^ cells for individual mice (symbols) from three experiments and mean values (bars) are plotted. **f** Top, resting splenic B cells from *Prmt5*^*F/+*^ CD19-cre (Ctrl) or *Prmt5*^*F/F*^ CD19-cre (F/+) and *Prmt5*^*F/F*^ CD19-cre (F/F) mice plated onto 40LB cells with 1 ng/mL IL-4 to generate GC-like B cells (iGBs). Mean ± s.e.m. cell counts per day are plotted for two experiments with two mice each. Bottom, proportion of Annexin-V^+^ iGBs for individual mice (symbols) and means (bars) for both experiments are plotted, pooling +/+ and F/+ as controls. **g** Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice iGBs analyzed as in **f**. **h** Representative cell cycle profile as in **b** in Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) iGBs at day 4. Means + s.d. of six mice per genotype from three experiments are plotted. Unpaired, two-tailed Student's *t* test was performed in **a**, **c**, **e**–**g**, only significant *p*-values are shown

### Prmt5 promotes activated B cell proliferation

Ex vivo activation of purified resting B cells with mitogens supports limited proliferation (Fig. 3a). We therefore used a system that permits sustained B cell proliferation. We plated resting B cells onto 40LB feeder cells, expressing CD40L and the anti-apoptotic BAFF plus IL-4, which drives exponential proliferation and imparts a GC-like phenotype (hereafter iGBs)^33^. Prmt5 was the most expressed PRMT in wt iGBs (Supplementary Fig. 3A). 

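In the 4 control Cγ1-cre iGB libraries at day 4, Prmt5 had 11774 ± 908 normalized counts (SD, n = 4 mice), with the lowest library at 11084 and the highest at 13087. Prmt7 followed at 3571 ± 238 and Prmt1 at 3516 ± 286 normalized counts (SD, n = 4 each), a difference between these 2 genes that is smaller than the spread between mice. Prmt5 was 3.30 times as high as Prmt7, and its lowest library lay above the highest library of every other family member. Prmt3 had 2883 ± 37.1, Carm1 2521 ± 239, Prmt6 1437 ± 18.1, Prmt10 1037 ± 58.2 and Prmt2 269 ± 46.6 normalized counts. Prmt8 had at most 1.78 normalized counts in a library, which is under the 3 counts that a count of 0 allows. These values are divided by library size and not by gene length, as in Supplementary Fig. 3A. Division by the exonic length of each gene moved the ratio of Prmt5 to Prmt7 most, to 5.10, but left out Prmt1, for which the annotation used gave no length.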

*Prmt5*^*F/F*^ CD19-cre iGB cells showed only a small sDMA reduction by day 6 post-plating (Supplementary Fig. 3B), which limited the interpretation of the experiment. Nonetheless, these cells expanded poorly compared to controls, without increased apoptosis (Fig. 3f), suggesting both phenotypes could be separated. Indeed, expansion of *Prmt5*^*F/F*^ Cγ1-cre iGBs was compromised without any increase in apoptosis (Fig. 3g), despite efficient and sustained depletion of Prmt5 and sDMA (Supplementary Fig. 3C, 3D). Cell cycle analysis of *Prmt5*^*F/F*^ Cγ1-cre iGBs revealed G1 arrest and reduced proportion of S-phase, which could explain reduced proliferation (Fig. 3h). We conclude that Prmt5 promotes B cell proliferation by a different mechanism than it protects B cells from apoptosis during activation.

### Prmt5 is essential for the antibody response

To examine the function of Prmt5 in normal B cell proliferation in vivo without the confounding effect of apoptosis during activation, we analyzed GC responses in *Prmt5*^*F*/*F*^ Cγ1-cre mice immunized with NP-CGG. *Prmt5*^*F/F*^ Cγ1-cre mice showed >10-fold lower total anti-NP IgG1 than controls at day 14 post-immunization (Fig. 4a), which correlated with a severe deficit in antibody secreting cells (Fig. 4b). The drastic impairment of the antibody response in *Prmt5*^*F/F*^ Cγ1-cre mice was consistent at all times tested (Fig. 4c). Furthermore, *Prmt5*^*F/F*^ Cγ1-cre mice showed a 17-fold reduction in pre-immune serum IgG1, which is elicited against environmental antigens, indicating that chronic stimulation could not compensate for the defect (Fig. 4d). The resting splenic B cell populations were normal in *Prmt5*^*F/F*^ Cγ1-cre mice, but GC B cell numbers were reduced threefold at day 14 post-immunization (Fig. 4e, f). Accordingly, *Prmt5*^*F/F*^ Cγ1-cre mice chronically infected with *H. polygyrus* exhibited smaller and fewer GC, with sixfold lower GC B cells in MLN, while total B and T cell numbers were unaffected (Fig. 4g–i). Thus, antigen persistence cannot moderate the GC defect caused by Prmt5-deficiency. The number of total activated CD4^+^ T cells, Th2, or Treg cells was not significantly different between the groups (Supplementary Fig. 4A). In addition, there was no significant difference in the absolute number or ratio of Tfh/Tfr cells between the groups (Supplementary Fig. 4B). We conclude that, separate from its function during B cell activation, Prmt5 is essential for the antibody response by promoting GC formation, most likely through a B cell intrinsic function.

**Fig. 4:**
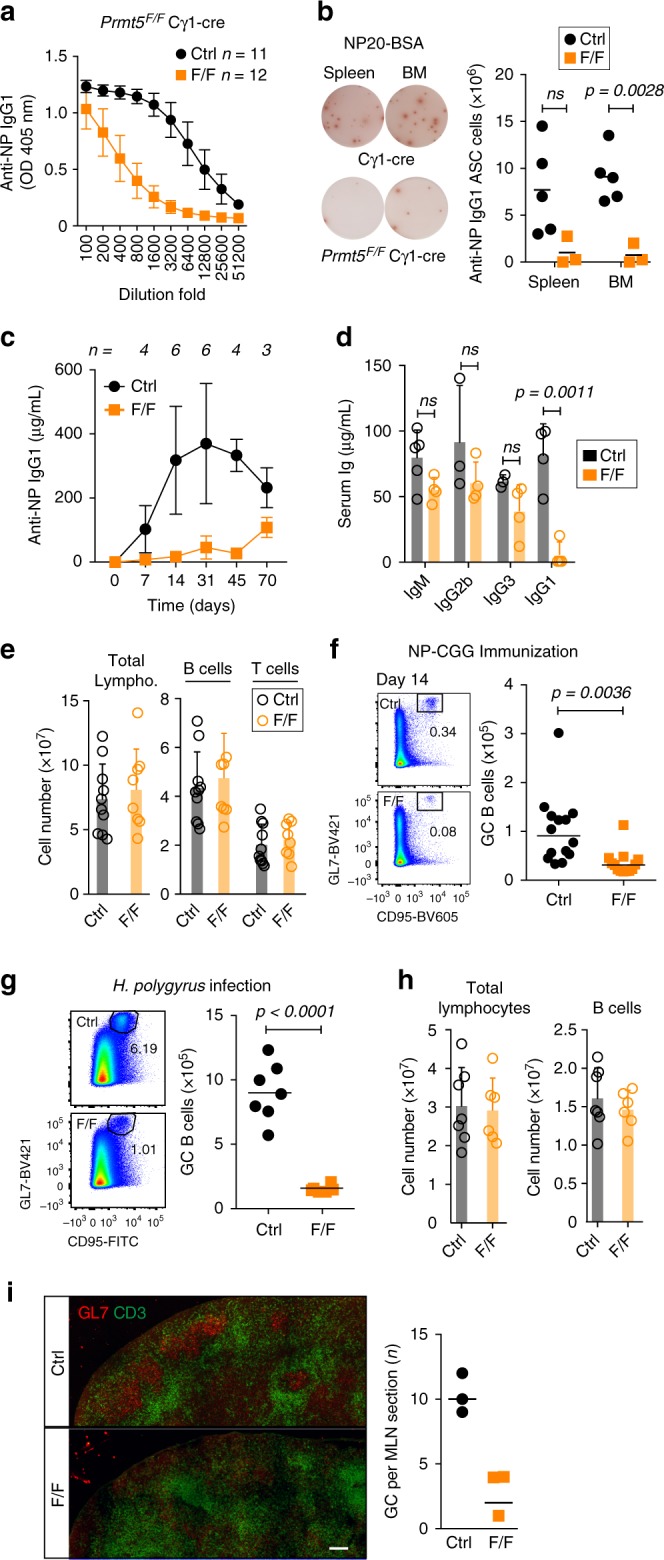
Antibody response and GC defects caused by Prmt5 deficiency. **a**–**i** Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice were used throughout. **a** Total anti-NP IgG1 in the serum of mice, measured by ELISA 14 days after NP-CGG immunization. Mean ± s.d. OD values for serial dilutions are plotted for *n* mice from three experiments. **b** Representative pictures of ELISPOT for NP-specific IgG1 antibody secreting cells (ASC) at day 14 post-immunization. The number of ASC of individual mice (symbols) and means (bars) are plotted. **c** Anti-NP IgG1 in the serum of mice at various times post-immunization. Mean ± s.d. values for *n* mice at each time point from two experiments are plotted. **d** Total levels of antibody isotypes in the serum of *n* non-immunized mice. **e** Mean + s.d. number of lymphocytes per spleen at day 14 post-immunization, enumerated by flow cytometry for *n* mice from two experiments. **f** Representative flow cytometry plots (gated on B220^+^) of splenic GC B cell proportions at 14 days post-immunization with NP-CGG. The number of GC B cells per spleen for individual mice (symbol) and medians (bars) from three experiments are plotted. **g** As in **f**, for MLN of mice infected with *H. polygyrus* for 14 days. Data from two experiments are plotted. **h** Mean + s.d. number of lymphocytes per MLN in the mice from **g**. **i** Representative IF in MLN from mice infected with *H. polygyrus* from **g**, stained for the indicated antigens. Scale bar, 100 µm. GC numbers per MLN scored in individual mice (symbols) are plotted to the right. *p*-Values throughout are by an unpaired, two-tailed Student's *t* test

### Prmt5 is required for GC expansion and dynamics

To pinpoint the GC stage at which Prmt5 played a role, we analyzed GC kinetics in *Prmt5*^*F/F*^ Cγ1-cre and Cγ1-cre control mice immunized with SRBC. Both groups showed similar number of GC B cells at day 5 post-immunization (Fig. 5a). The number and organization of GC appeared similar between the groups at this time (Fig. 5b, c), despite Prmt5 and sDMA being efficiently depleted in *Prmt5*^*F/F*^ Cγ1-cre GC (Fig. 5d). In contrast, GC B cell proportion and numbers were severely reduced by day 8 post-immunization in *Prmt5*^*F/F*^ Cγ1-cre mice (Fig. 5a, b), although residual GCs maintained overall organization (i.e. distinct DZ proximal to the T cell zone and CD35^+^ LZ) (Fig. 5c). Consistent with the ex vivo data, GC B cells in *Prmt5*^*F/F*^ Cγ1-cre mice did not show apoptosis (Fig. 5e) but had a larger proportion of Ki67^low^ cells (Fig. 5f), indicative of reduced proliferation^34^.

**Fig. 5:**
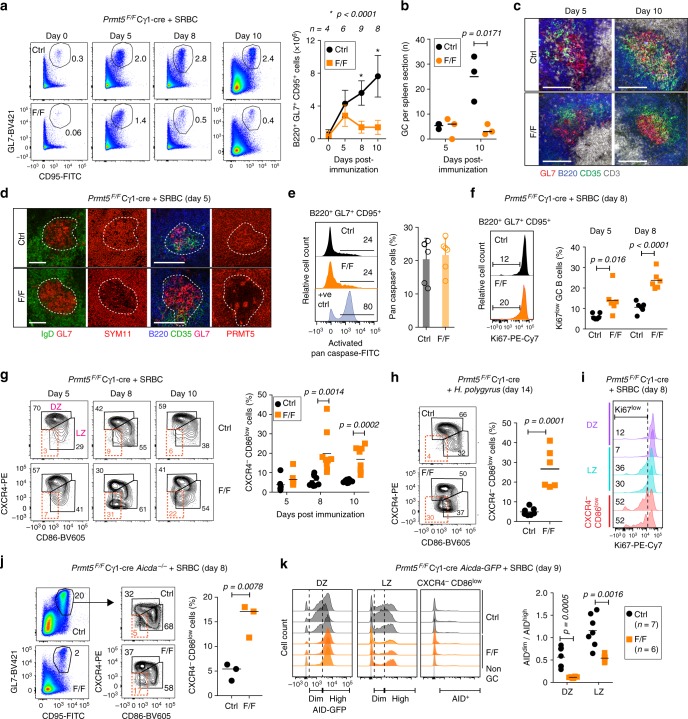
Prmt5 is necessary for GC expansion. **a**–**l** Cγ1-cre (Ctrl) versus *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice. **a** Representative flow cytometry plots for GC B cells at various times post-SRBC immunization. Mean ± s.d. absolute GC B cell numbers from *n* mice from two to three experiments are plotted. **b** GCs per spleen section in individual mice (symbols), with means (bars). **c** Representative fluorescent microscopy images of spleen sections from mice in **a** stained for B cells (B220), T cells (CD3), FDCs (CD35), and activated B cells (GL7). Scale bar, 100 µm. **d** Representative IF confocal images in splenic sections from immunized mice, stained for the indicated markers, Prmt5 and sDMA (SYM11). GCs are contoured. Scale bars, 100 µm. **e** Representative histograms of activated pan-caspase staining in splenic GC B cells at day 8 post-SRBC immunization. Etoposide (3 µM) was used to induce apoptosis as a positive control. Mean + s.d. proportion of caspase^+^ GC B cells for six mice per group from two independent experiments are plotted. **f** Representative histograms of Ki67 expression in splenic GC B cells. Mean + s.d. proportion of Ki67^low^ GC B cells for individual mice (symbols) from two experiments and means (bars) are plotted. **g** Representative flow cytometry plots of dark zone (DZ), light zone (LZ), and a CXCR4^−^ CD86^low^ GC B cells (gated on B220^+^ Gl7^+^ CD95^+^) in SRBC-immunized mice. The proportion of CXCR4^−^ CD86^low^ GC B cells for individual mice (symbols) from two to three experiments and means (bars) are plotted. **h** GC B cells in mice infected with *H. polygyrus* for 14 days analyzed as in **g**. Data from two experiments. **i** Representative histograms of Ki67 levels in GC B cell subsets in mice immunized with SRBC. **j** GC B cells and subpopulations as in **g** for *Aicda*^−*/−*^ Cγ1-cre (Ctrl) or *Aicda*^−/−^ *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice immunized with SRBC. **k** Histograms of AID-GFP levels for individual *Aicda*-GFPtg Cγ1-cre (Ctrl) or *Aicda*-GFPtg *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice at day 9 post-SRBC immunization. The AID^dim^/AID^high^ ratio for individual mice (symbols) from two experiments and means (bars) are plotted. *p*-Values indicated throughout are by an unpaired, two-tailed Student's *t* test

To better understand the GC defect, we examined DZ and LZ B cells in SRBC-immunized *Prmt5*^*F/F*^ Cγ1-cre mice. Despite an apparently normal DZ/LZ ratio, *Prmt5*^*F/F*^ Cγ1-cre mice immunized with SRBC or infected with *H. polygyrus* displayed an atypical Cxcr4^−^Cd86^low^ GC population (Fig. 5g, h). A large proportion of Cxcr4^−^Cd86^low^ cells were Ki67^low^ (Fig. 5i). This population was not caused by any potential defect in affinity maturation, as it was also observed in AID-deficient mice (Fig. 5j), and did not express AID, as shown using *Prmt5*^*F/F*^ Cγ1-cre *Aicda-GFP* mice (Fig. 5k). The latter mice revealed further alterations in Prmt5-null GC B cells, including the loss of an AID^dim^ DZ population and fewer LZ AID^+^ cells, presumably because they converted to the Cxcr4^−^Cd86^low^ subset (Fig. 5k).

We conclude that Prmt5 is necessary for GC expansion by promoting cell proliferation and normal GC dynamics.

### Prmt5 regulates B cell transcription and splicing fidelity

We performed RNA-seq for mechanistic insight into the defects of Prmt5-deficient B cells. Given the paucity of GC B cells in vivo, we used *Prmt5*^*F/F*^ Cγ1-cre and Cγ1-cre iGBs at day 4 after plating, when Prmt5 and sDMA depletion are complete and iGBs are CD95^+^ GL7^+^ (Supplementary Figs. 3C, 3D, 5A). 

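iGBs are B cells grown on 40LB cells, fibroblasts made to express CD40L and BAFF, with 1 ng per mL IL-4, and here they were harvested at day 4. RNA from 4 Prmt5-null cultures, 1 from each of the mice 10617, 10618, 10770 and 10771, and from 4 control cultures, labelled CTRL-10650, CTRL-10370, CTRL-10596 and CTRL-10597 after their mice, was sequenced. The authors trimmed the reads with Trimmomatic, aligned them to the GRCm38 build with STAR, counted them on Ensembl genes with featureCounts and deposited, for 39017 genes, counts divided by the DESeq2 size factor of each library. In all 8 libraries 100% of these values came out as whole reads after multiplication by 1 factor per library, so the depth of each library could be recovered. The Prmt5-null libraries held 47174851, 42752293, 43242655 and 46749607 reads on genes, and the control libraries held 41629143, 50366174, 48664766 and 36731721. Because the deposited values are normalized, genotypes were compared with limma, with an intensity trend, on log2(normalized count + 1) over the 16250 genes with a mean normalized count of at least 10, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Fold changes are therefore on the log2(normalized count + 1) scale, which understates the change of genes with few reads. The cultures came from 2 experiments. The design deposited with the data places the samples numbered 1, 2, 7 and 8 in one and those numbered 3, 4, 5 and 6 in the other, but no label gives a library its number, so the experiment was not a term of the model. Prmt5, on chromosome 14 from 54507187 to 54517525 of GRCm38, had 1538 ± 436 normalized counts (SD, n = 4) in Prmt5-null iGBs and 11774 ± 908 (SD, n = 4) in control iGBs, a log2 fold change of -2.98 (standard error 0.17, adjusted p = 6.14e-06 from limma). Every Prmt5-null library lay below every control library, which gives the smallest p that an exact two-sided permutation test of 4 against 4 libraries allows (p = 0.0286). With each library left out in turn, the log2 fold change of Prmt5 stayed between -3.12 and -2.81. Of the alternatives, DESeq2 with a prior on fold changes moved it most, to -2.58.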

Prmt5 ablation induced large transcriptional changes, with 1511 genes differentially expressed in Prmt5-null versus control iGBs (*p*-adj < 0.05, ≥1.5-fold change in either direction) (Supplementary Data 1). 

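With the thresholds that the paper's methods state, an adjusted p below 0.05 and a fold change of at least 1.5, limma called 1053 genes, of which 567 were higher and 486 lower in Prmt5-null iGBs. The median log2 fold change of all genes tested was 0.00, so the libraries were centered on each other. DESeq2's Wald test, the tool of the paper's methods, called 1277 genes on the recovered reads, and edgeR's quasi-likelihood test with TMM factors called 1091. Of these, 1037 and 1030 were also called by limma. Restriction to the 13300 genes with a mean normalized count above 50, as in the paper's methods, gave 842 genes, and a threshold of 0.01 on adjusted p, which moved the count most of the alternatives set in advance, gave 637. Across the 8 fits that each left out 1 library, between 795 and 1173 genes were called, and across the 18 ways of placing 2 libraries of each genotype in each of 2 experiments, with the experiment as a block, between 917 and 1243. The libraries also split along the second principal component, with 2 of each genotype on either side, and with this split as a block, a choice made after the data were seen, 1209 genes were called. Sample numbers read in the order in which the libraries are listed would place the experiments along this same split, but no label states that order.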

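At an absolute log2 fold change of at least 1, limma called 396 genes, 258 higher and 138 lower in Prmt5-null iGBs. The share that was higher was 65.2%, with a 95% Wilson interval from 60.3% to 69.7% that treats genes as independent. The median log2 fold change of the higher genes was 1.42 and that of the lower genes -1.21, and 46 higher genes against 3 lower genes passed a 4-fold change. The share of higher genes was 57.7% after quantile normalization and 59.4% among genes with a mean normalized count above 50, where 219 genes were called. Among called genes with a mean above 50 and no overlap between genotypes, the 5 largest rises were those of Ldhb (2.72 on the log2 scale), Ckmt1 (2.61), Wnt3 (2.57), Zfp750 (2.51) and Ptk7 (2.46). Ckmt1, on chromosome 2 from 121357710 to 121363740, had 319 ± 43.5 normalized counts (SD, n = 4) in Prmt5-null iGBs and 51.4 ± 7.31 (SD, n = 4) in control iGBs, with an adjusted p of 9.04e-06 from limma. The 5 largest falls were those of Prmt5 itself, Enam (-1.94), Egr1 (-1.91), Pycr1 (-1.77) and Btnl1 (-1.65). Pycr1, on chromosome 11 from 120635710 to 120643770, had 106 ± 12.7 normalized counts (SD, n = 4) in Prmt5-null iGBs and 369 ± 86.4 (SD, n = 4) in control iGBs, with an adjusted p of 0.000123 from limma. Egr1 is an immediate early gene, and the mean level of such genes was lower in each of the 4 Prmt5-null libraries than in each of the 4 control libraries.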

Focusing on genes that changed by ≥2-fold reduced the complexity to 382 genes, with a majority being upregulated and displaying larger changes (Fig. 6a), in line with the predominant role of Prmt5 as transcriptional repressor^18,21^.

**Fig. 6:**
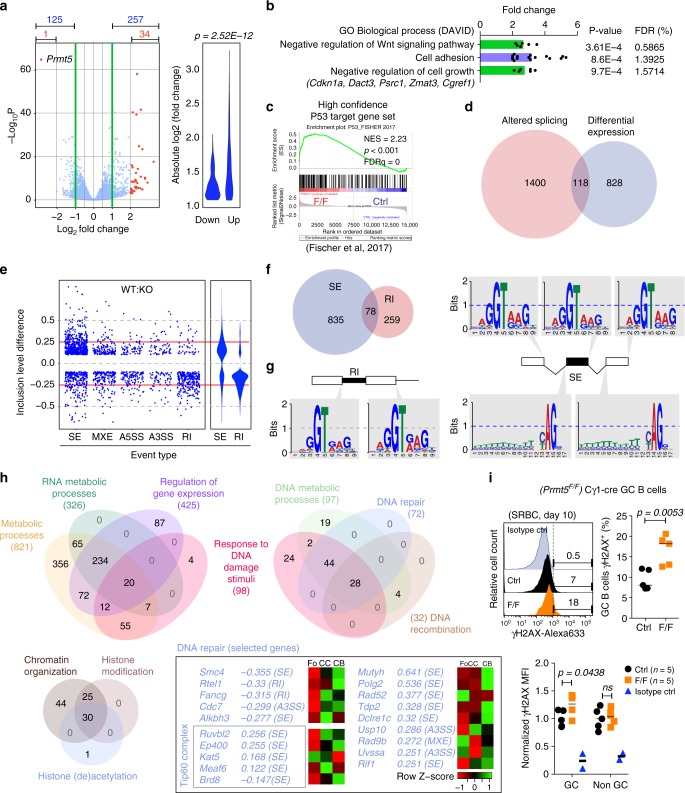
Prmt5 regulates gene expression and maintains splicing fidelity in B cells. **a** Volcano plot of gene expression changes in *Prmt5*^*F/F*^ Cγ1-cre versus Cγ1-cre iGB cells. The number of genes significantly changed by ≥2- or ≥4-fold (in red), are indicated. The violin plot shows the absolute change for the genes changing by ≥2-fold, *p* value from two-sided *t*-test. **b** GO terms significantly enriched for the 257 genes upregulated ≥2-fold in Prmt5-null iGBs, analyzed against a background list of all expressed genes in iGBs at the DAVID server. **c** GSEA of a curated set of 346 genes that are direct targets of p53 and are upregulated in response to p53. **d** Venn diagrams comparing genes differentially expressed by ≥1.5-fold to genes with at least one splicing alteration. Only significant events (*P*-value <0.05) for well-expressed genes (basemean >50) are included. **e** Scatter plot of inclusion level difference (ILD) in WT/KO for each significant splicing event (*P* < 0.05, ≥10% ILD) separated by category (SE, skipped exon; MXE, mutually exclusive exons; A5SS and A3SS, altered 5′ and 3′ splicing site; RI, retained intron). Violin plots for SE and RI highlight the preferential direction of the change in each. **f** Venn diagram of significant skipped exon (SE) and retained intron (RI) events. **g** Sequence logos of the splicing donor and acceptor sites around RI and SE events in *Prmt5*^*F/F*^ Cγ1-cre iGBs. Each letter’s height represents the probability of appearing at that position. **h** Venn diagrams of chosen overlapping GO terms containing genes with significantly affected splicing in Prmt5-null B cells. Selected genes involved in DNA repair are indicated along with ILD and splicing event type. **i** Representative histograms of γH2AX staining in Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice GC B cells (B220^+^ Gl7^+^ CD95^+^), 10 days post-SRBC immunization. Proportion of γH2AX^+^ and normalized γH2AX levels estimated from mean fluorescent intensity (MFI) are plotted for five mice (symbols) per genotype from two experiments. *p*-Values are by an unpaired, two-tailed Student's *t* test

To identify biological processes affected by Prmt5 deficiency, we performed functional annotation by gene ontology (GO). No significantly enriched (FDR <5%) GO term was found amongst the downregulated genes, regardless of the fold change in expression (see Methods). On the other hand, analyzing all upregulated genes ranked by fold increase identified many GO terms related to cell adhesion and extracellular sensing, as well as signaling and proliferation (Supplementary Figs. 5B, Supplementary Data 2). 

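The cell adhesion genes shown in Supplementary Fig. 6E, which the study chose on these libraries, were tested as a list with limma's camera, which compares a list with all other genes. All 14 genes were higher in Prmt5-null iGBs, with a median log2 fold change of 1.04 (adjusted p = 4.16e-15 from camera over 14 lists). limma called 13 of them with adjustment over all genes tested, and 14 had an adjusted p below 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Of the alternatives, DESeq2's prior on fold changes moved the median most, to 0.88. This list, the hematopoietic list of the same figure and both lists of p53 target genes stayed past the threshold under fry and under camera with an estimated correlation, whereas the lists of CD40-induced, Myc, mTORC1, ribosomal protein, fibroblast, immediate early and ATF4 genes did not under the latter, and the Myc and ribosomal protein lists did not under fry. Mcam, on chromosome 9 from 44134469 to 44142727, had 661 ± 60.4 normalized counts (SD, n = 4) in Prmt5-null iGBs and 125 ± 19.1 (SD, n = 4) in control iGBs, a log2 fold change of 2.40 (standard error 0.14, adjusted p = 6.14e-06 from limma). Plekha7 rose by 1.97, Pvrl4 by 1.67 and Eng by 1.64 on the log2 scale, each with no overlap between the 4 Prmt5-null and the 4 control libraries, and Cd63 rose by 0.89 with overlap (adjusted p = 0.067 from limma, and 0.00695 without Prmt5-null replicate 10618). The 40LB feeder cells are fibroblasts, and genes abundant in fibroblasts were also higher in the Prmt5-null libraries, among them Col3a1, a gene of this heat map, at 1.02 on the log2 scale.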

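Among the negative regulators of cell growth named in Fig. 6b, Cdkn1a, Psrc1, Dact3, Zmat3 and Cgref1 were all higher in Prmt5-null iGBs, and limma called all 5. Psrc1, on chromosome 3 from 108383840 to 108388230, had 5267 ± 592 normalized counts (SD, n = 4) in Prmt5-null iGBs and 2274 ± 277 (SD, n = 4) in control iGBs, a log2 fold change of 1.21 (standard error 0.10, adjusted p = 4.9e-05 from limma). Dact3, on chromosome 7 from 16875317 to 16887462, had 5063 ± 341 normalized counts (SD, n = 4) in Prmt5-null iGBs and 2261 ± 69.3 (SD, n = 4) in control iGBs, a log2 fold change of 1.16 (standard error 0.07, adjusted p = 9.04e-06 from limma). Zmat3 rose by 1.04 on the log2 scale, between 0.87 and 1.14 with each library left out in turn. Cgref1 had the largest log2 fold change of the 5, 2.29, but rests on few reads, with 33.9 ± 3.66 normalized counts (SD, n = 4) in Prmt5-null iGBs and 6.72 ± 3.75 (SD, n = 4) in control iGBs. In each of these genes every Prmt5-null library lay above every control library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). The study chose these genes on these libraries, so their calls are not independent of the choice.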

Restricting the GO analysis to the 257 genes upregulated by ≥2-fold also showed enrichment in cell adhesion and negative regulators of cell proliferation that included several p53 target genes (Fig. 6b). Gene set enrichment analysis (GSEA) confirmed the upregulation of adhesion and cytokine signaling signatures, but revealed the upregulation of a p53 transcriptional signature, including pro-apoptotic genes (*Perp*, *Bbc3*, *Tnfrsf10b*, *Bax*, *El24*, etc) and the cell cycle inhibitor *Cdkn1a* in Prmt5-null B cells (Supplementary Fig. 5C and Supplementary Data 2). 

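All 6 genes named were higher in Prmt5-null iGBs, and in each of them every Prmt5-null library lay above every control library (exact two-sided permutation test, p = 0.0286, the smallest possible; chance places 4 and 4 values apart in 2.86% of genes not chosen on these libraries). Cdkn1a, on chromosome 17 from 29090976 to 29100727, had 1539 ± 261 normalized counts (SD, n = 4) in Prmt5-null iGBs and 595 ± 109 (SD, n = 4) in control iGBs, a log2 fold change of 1.37 (standard error 0.15, adjusted p = 0.000225 from limma). Perp, on chromosome 10 from 18845020 to 18857073, had 411 ± 26.8 normalized counts (SD, n = 4) in Prmt5-null iGBs and 79.7 ± 18.0 (SD, n = 4) in control iGBs, a log2 fold change of 2.38 (standard error 0.17, adjusted p = 2.53e-05 from limma). The smallest rise of the 6 was that of Ei24, taken here for the gene written El24, with 5099 ± 115 normalized counts (SD, n = 4) in Prmt5-null iGBs and 3391 ± 181 (SD, n = 4) in control iGBs and a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.000282 from limma). Bbc3 rose by 0.92, Tnfrsf10b by 0.92 and Bax by 0.68 on the log2 scale, and the highest adjusted p of these 3 genes over the alternatives was 0.00861, from limma. Of the 22 genes in the heat map of the KEGG p53 pathway in Supplementary Fig. 5C, all 22 were higher, with a median log2 fold change of 0.59 (adjusted p = 6.04e-17 from camera). limma called 12 of them with adjustment over all genes tested, and 21 passed 0.05 when adjusted over the list alone, which is not independent evidence because the study chose these genes on these libraries.

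**Figure D1:**
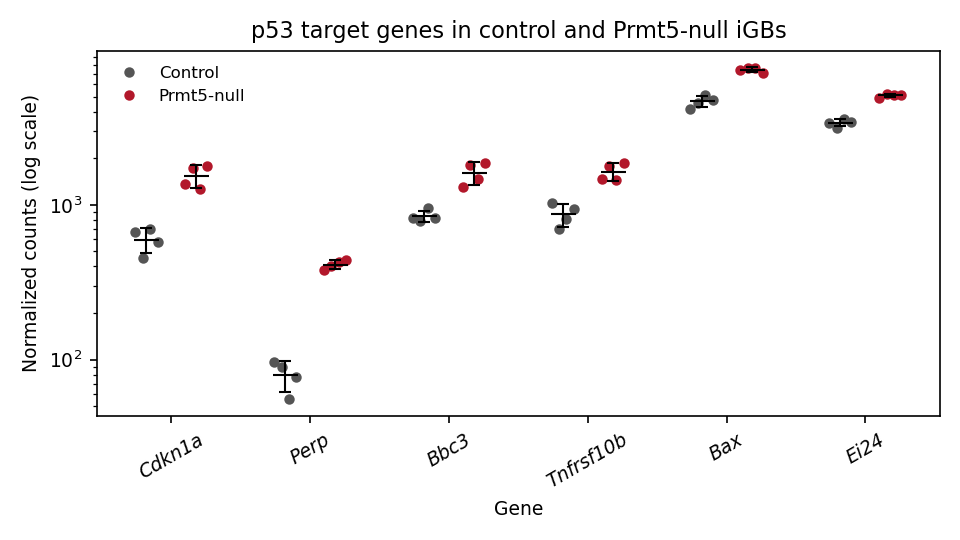
Normalized counts (log scale) of Cdkn1a, Perp, Bbc3, Tnfrsf10b, Bax and Ei24 in the 4 control (grey) and 4 Prmt5-null (red) iGB libraries. Points are libraries, and black lines give the mean and SD (n = 4). The 4 Prmt5-null points lie above the 4 control points for every gene.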

Analysis of a curated set of 346 genes upregulated by p53^35^ confirmed a significant upregulation of p53 target genes in Prmt5-defficient iGBs, (Fig. 6c).

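The curated set of Fig. 6c was not used here, and a list of 33 p53 target genes written before the data were examined stood in for it. Of the 32 genes tested, 27 were higher and 5 lower in Prmt5-null iGBs, with a median log2 fold change of 0.58 (adjusted p = 1.16e-16 from camera). limma called 16 of them, all higher, with adjustment over all genes tested, and 26 had an adjusted p below 0.05 when adjusted over the list alone. With each library left out in turn, the median stayed between 0.55 and 0.62. The paper names 14 of the 32 or shows them in heat maps, genes chosen on these libraries, and the other 18 had a median of 0.41, with 13 higher.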

Prmt5 regulates splicing^25,36^. RNA-seq data analysis revealed significant alterations (by >10%) in the splicing of 1518 genes in Prmt5-null B cells (Supplementary Data 3). 

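The authors compared splicing between the genotypes with rMATS on untrimmed reads and deposited the events that passed their filters, with at most 1 event of each type per gene. The authors' deposited table holds 1918 events in 1519 genes, and every gene in it has a mean normalized count above 50. Of these, 1906 events in 1511 genes had an adjusted p below 0.05 and an absolute difference in inclusion level of at least 0.1 in the same comparison, whether from junction reads alone or from junction and target reads. The inclusion level is the share of transcripts, estimated from reads, that contain the exon or intron, and the difference is control minus Prmt5-null, so that a positive value means lower inclusion in Prmt5-null iGBs. There were 909 skipped exons (SE), 343 pairs of mutually exclusive exons (MXE), 189 altered 5′ splice sites (A5SS), 128 altered 3′ splice sites (A3SS) and 337 retained introns (RI). A threshold of 0.25 on the difference moved these counts most, to 453 events in 411 genes. Junction reads alone gave 1764 events in 1418 genes. In 974 of the 1906 events, or 51.1%, the 4 inclusion levels of one genotype in the authors' deposited table lay apart from the 4 of the other. The events were chosen for a difference in these levels, so no share by chance applies.
The largest difference in the authors' deposited table, 0.888 for an SE event of Pibf1, rests on 26 reads over the 8 libraries. Prmt5 itself, which stayed among these counts, had an SE event with 5979 reads. It is the gene that Cre deletes in Prmt5-null cells, so its events can reflect the deleted allele and are not evidence of altered splicing. In the authors' deposited table, its exon on chromosome 14 from 54513291 to 54513454, 164 bases long, had an inclusion level from 0.989 to 1 in control libraries and from 0.0270 to 0.304 in Prmt5-null libraries, a difference of 0.800.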

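Of the 13300 genes with a mean normalized count above 50, 1511 carried a splicing event and 839 were called by limma at 1.5-fold, and 121 were in both groups. Chance would place 95.3 genes in both (odds ratio 1.34, p = 0.00491 from Fisher's exact test, two-sided). Among genes with a transcript of 3 or more exons, the genes in both groups made up 8.02% of those with an event and 16.6% of those called, with an odds ratio of 1.22 (p = 0.0615 from Fisher's exact test). The excess over chance depended on the choices made. It passed 0.05 with genes called by edgeR (p = 0.0304) and not with genes called by DESeq2 (odds ratio 1.17, p = 0.119), and the odds ratio rose to 1.97 for events with a difference of at least 0.25 (p = 7.32e-05 from Fisher's exact test), the alternative that moved it most. Among events with at least 20 reads in each library, a filter chosen after the data were seen, it was 1.08 (p = 0.546 from Fisher's exact test), and 0.981 among those of genes with a transcript of 3 or more exons (p = 0.948 from Fisher's exact test). The overlap was also split by direction after the data were seen. Among genes with a transcript of 3 or more exons, 34 of 364 called genes that were higher in Prmt5-null iGBs carried an event, or 9.34%, 87 of 363 that were lower, or 24.0%, and 1387 of 9851 that were not called, or 14.1%. Higher and lower genes differed in this share (p = 9.75e-08, adjusted p = 5.85e-07 over 6 comparisons, Fisher's exact test). Against genes not called, events were fewer among higher genes (adjusted p = 0.0104, Fisher's exact test) and more frequent among lower genes (adjusted p = 2.68e-06, Fisher's exact test). With at least 20 reads in each library the shares were 5.22% of higher and 13.8% of lower genes (adjusted p = 0.000153 between them, Fisher's exact test) and 9.65% of genes not called.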

Genes affected at the splicing and transcriptional level showed little overlap (Fig. 6d), indicating that aberrant splicing was not directly responsible for the gene expression changes in Prmt5-null B cells. 

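Of the 909 SE events, 612 had lower inclusion in Prmt5-null iGBs, a share of 67.3% (64.2% to 70.3%) with its 95% Wilson interval. Of the 337 RI events, 294 had higher inclusion, a share of 87.2% (83.3% to 90.4%). The shares of events with higher inclusion were 56.0% (50.7% to 61.1%) for MXE, 65.1% (58.0% to 71.5%) for A5SS and 50.8% (42.2% to 59.3%) for A3SS events, the last of which could not be told from 50% at this number of events. These intervals cover counting error only. A minimum of 20 reads in each library, chosen after the data were seen, raised the share of SE events with lower inclusion to 73.0% and that of RI events with higher inclusion to 90.4%. Genes with both an SE and an RI event numbered 77, of 909 with an SE and 337 with an RI event. Chance would give 23.0 among the 13300 genes with a mean normalized count above 50 (odds ratio 4.32, p = 1e-21 from Fisher's exact test, two-sided).

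**Figure D2:**
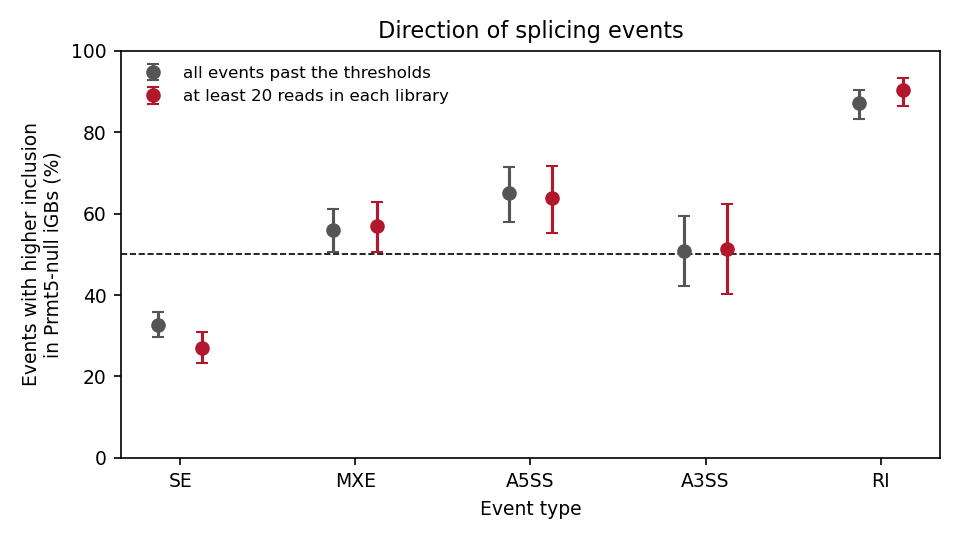
Share of events with higher inclusion in Prmt5-null iGBs (y axis, percent) for each event type (x axis), for all events past the thresholds (grey) and for those with at least 20 reads in each library (red). Points are shares, bars are 95% Wilson intervals and the dashed line marks 50%. SE events lie below the line and RI events above it in both sets.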

There was a clear preference to exclude exons (SE events) and include introns (RI events) in Prmt5-deficient cells (Fig. 6e), but most genes affected by SE or RI did not overlap (Fig. 6f). Both types of event had the same underlying cause; the skipping of weak 5′ splicing donor sites in Prmt5-defficient B cells, while 3′ acceptor site choice was not affected (Fig. 6g). 

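Splice sites were read from annotated transcript sequences of the GRCm38 build, for the RI events whose intron the annotation shows inside an exon of another transcript, since a genome sequence was not used here. Each donor site was scored over 9 bases, 3 exonic and 6 intronic, and each acceptor site over 17 bases, as a log-odds score against the base composition. The donor sites of the 281 introns retained more in Prmt5-null iGBs had a median score of 5.83, against 7.51 for 11066 other introns annotated as retained (permutation test, p = 1e-05, the smallest that 100000 resamples give). Within genes, the mean difference in donor score from the other such introns of the same gene was -0.96, and the score was lower in 156 of 242 genes (two-sided permutation test, p = 2e-05, the smallest it can give, and 0.00012 after Benjamini-Hochberg adjustment over 6 tests). For the 74 events with a difference of at least 0.25, the mean within genes moved to -1.23. The acceptor sites of the same introns scored higher than those of the other introns of their genes, with a mean difference of 0.63 (p = 0.00488, adjusted p = 0.00759 from the same permutation test), and scored lower in 97 of 242 genes. For the events with a difference of at least 0.25, this mean rose to 1.68 (p = 0.00016, adjusted p = 0.00048, permutation test). Against the introns of all genes the acceptor scores were not told apart (p = 0.173, adjusted p = 0.26, permutation test). Of 611 exons with lower inclusion in Prmt5-null iGBs, 79.4% ended in G, against 85.9% of the exons before them in the transcript (McNemar's exact test, p = 0.00317, adjusted p = 0.00634). For 296 exons with higher inclusion the shares were 78.7% and 77.4% (p = 0.769, McNemar's exact test), and exons with lower and with higher inclusion did not differ in how often they ended in G (p = 0.862, Fisher's exact test, chosen after the data were seen).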

Two major SE events resulted in exon exclusions affecting a large proportion of the Mdm4 transcripts (Supplementary Fig. 5D). These Mdm4 forms cannot repress the transcriptional activity of p53^25^, which likely contributes to the p53 gene expression signature in Prmt5-deficient B cells. 

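Mdm4 lies on chromosome 1 from 132959480 to 133030560 of GRCm38, on the minus strand. The authors' deposited table keeps 1 SE event of Mdm4, the exon on chromosome 1 from 133004654 to 133004692, 39 bases long, with 2452 reads over the 8 libraries. Its inclusion level in the authors' deposited table was from 0.163 to 0.341 in control libraries and from 0.0810 to 0.128 in Prmt5-null libraries, a difference of 0.153 (adjusted p = 1.27e-10 in the authors' deposited table from rMATS). The same exon takes part in an MXE event in the authors' deposited table, with the exon from 133009137 to 133009192 and a difference of -0.103. In the MXE event of Prmt5, also on the minus strand, the level fell with the exon listed second, which its SE event shows lost. Read in the same way, the Mdm4 value is a lower share of the 39-base exon in Prmt5-null iGBs, as in the SE event. The level of the whole gene was 12228 ± 3009.8 normalized counts (SD, n = 4) in Prmt5-null iGBs and 9142 ± 1086 (SD, n = 4) in control iGBs, a log2 fold change of 0.39 (standard error 0.15, adjusted p = 0.115 from limma), and the adjusted p was 0.0143 without Prmt5-null replicate 10770. From exon exclusions in SE events of Mdm4, the paper proposes that Mdm4 forms that no longer repress p53 contribute to the p53 signature of Prmt5-null B cells. Whether the SE event given here is among the paper's was not tested.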

Functional annotation of genes with significantly affected splicing, considering either all events or just those with ≥0.25 inclusion level difference, revealed a predominance of GO terms related to regulation of gene expression and RNA processing (Supplementary Data 4). Splicing of multiple genes encoding chromatin and histone modification factors was affected including transcripts of several subunits of the Tip60 complex, *Hdac6* and *Chd1l* (Fig. 6h, Supplementary Fig. 5E), which regulate the p53 transcriptional response but also participate in DNA repair^37,38^. Furthermore, splicing of transcripts encoding multiple DNA damage response and repair genes from the base excision, Fanconi and homologous recombination repair pathways, which are induced in GC B cells, was affected (Fig. 6h). Accordingly, the DNA damage marker γH2AX was significantly increased in Prmt5-null iGBs (Supplementary Fig. 5F), as well as in GC B cells of immunized *Prmt5*^*F/F*^ Cγ1-cre mice (Fig. 6i). 

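In the authors' deposited table, SE events with lower inclusion in Prmt5-null iGBs were found in the Tip60 complex genes Ep400 (difference 0.185), Kat5 (0.160) and Meaf6 (0.121), of which the levels of Kat5 and Meaf6 overlapped between the genotypes, and an SE event with higher inclusion in Brd8 (-0.147). The Ep400 exon, on chromosome 5 from 110668550 to 110668745, had inclusion levels from 0.868 to 0.935 in control and from 0.642 to 0.763 in Prmt5-null libraries in the authors' deposited table, with 1476 reads in all. The event of Ruvbl2 in the authors' deposited table passed only on junction reads alone (0.256), and the difference was 0.0310 with target reads (adjusted p = 0.132 from rMATS). The Hdac6 exon had a difference of 0.324 in the authors' deposited table but rests on 56 reads over the 8 libraries. For Chd1l, the intron on chromosome 3 from 97587222 to 97588239 was retained at levels from 0.0100 to 0.0400 in control and from 0.0840 to 0.175 in Prmt5-null libraries in the authors' deposited table, with 891 reads in all.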

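Events of DNA repair genes in the authors' deposited table differed in the reads behind them. In the Fanconi gene Fancg, the intron on chromosome 4 from 43007115 to 43007267 was retained at levels from 0.0580 to 0.222 in control and from 0.299 to 0.472 in Prmt5-null libraries in the authors' deposited table, with 403 reads over the 8 libraries. The authors' deposited table gives differences of -0.330 for the retained intron of Rtel1, 0.641 for the skipped exon of the base excision gene Mutyh, 0.377 for that of the homologous recombination gene Rad52 and 0.251 for that of Rif1, with 656, 184, 326 and 1422 reads. The ranges of the 2 genotypes were apart in each of these. Other SE events in the authors' deposited table rest on few reads, with 14 over the 8 libraries for Polg2 (difference 0.536), 25 for Smc4 (-0.355), 55 for Dclre1c and 68 for Tdp2 (0.327), and the inclusion levels of Polg2, Smc4 and Dclre1c in these events overlapped between the genotypes. Dclre1c also had an MXE event with 291 reads in the authors' deposited table. Its difference was -0.153, with the ranges of the genotypes apart.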

AID-induced DNA damage did not cause the GC defects, as ablating AID did not rescue GC expansion or normal populations in *Aicda*^*−/−*^ *Prmt5*^*F/F*^ Cγ1-cre mice (Fig. 5j, Supplementary Fig. 5G).

We conclude that Prmt5 maintains the normal GC transcriptional program and protects from spontaneous DNA damage, at least in part by enforcing the use of weak 5′ donor sites to regulate proper RNA processing of multiple chromatin modifiers and DNA repair factors.

### A p53 response eliminates Prmt5-deficient Pro-B cells

Based on the RNA-seq analysis and the relevance of the p53 response in other Prmt5-deficient cell types^25,39–41^, we tested the contribution of the p53 response to the phenotype of Prmt5-deficient B cells in vivo. Ablation of Prmt5 in Pro-B cells in *Prmt5*^*F/F*^ Mb1-cre mice^29^ resulted in the absence of mature B cells in the spleen (Fig. 7a). This was due to a block of B cell development at the Pro-B cell stage (Hardy’s fraction B) (Fig. 7b). Progenitor cells initiate VDJ recombination, which evokes a p53 apoptotic response that limits the number of Pro-B cells in vivo^42,43^. Introducing the pre-rearranged B1-8 V_H_ allele in *Prmt5*^*F/F*^ Mb1-cre mice failed to rescue Pro-B cells (Fig. 7c). On the other hand, *Prmt5*^*F/F*^ Mb1-cre *Tpr53*^−/−^ mice, fully recovered Pro-B cell numbers and substantially recovered fraction C/C′, corresponding to late Pro- and early Pre-B cell stages, but not the late Pre-B cell fraction D (Fig. 7d). Closer examination of fraction C/C′ showed the lack of Pre-BCR^+^ cells (fraction C′) in *Prmt5*^*F/F*^ Mb1-cre *Tpr53*^−/−^ mice (Fig. 7e). We conclude that Prmt5 is essential for B cell development by dampening the p53 response in Pro-B cells and by another essential but p53-independent function in Pre-B cells, but we cannot rule out a p53-independent function of Prmt5 in VDJ-recombination.

**Fig. 7:**
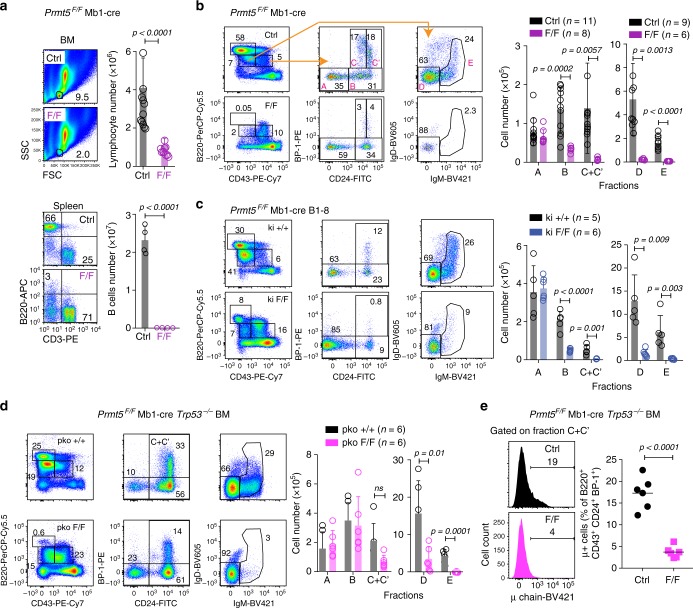
Prmt5 is required for B cell development. **a** BM lymphocytes and splenic B cells in MB1-cre (Ctrl) or *Prmt5*^*F/F*^ MB1-cre (F/F) mice. Representative flow cytometry plots and bar plots of mean + s.d. absolute lymphocyte counts for *n* mice from four experiments. **b** Representative flow cytometry plots gating for Hardy fractions A to E in BM from 3–4-months-old MB1-cre (Ctrl) and *Prmt5*^*F/F*^ MB1-cre (F/F) mice. Means + s.d. of absolute cell numbers for each fraction from *n* of mice from four independent experiments are plotted. **c** As in **b**, for MB1-cre B1-8 (ki+/+) and *Prmt5*^*F/F*^ MB1-cre B1-8 (ki F/F) mice, from three experiments. **d** As in **b**, for MB1-cre *Trp53*^−/−^ (pko+/+) and *Prmt5*^*F/F*^ MB1-cre *Trp53*^−/−^ (pko F/F) mice, from three experiments. **e** Proportion of large Pre-B cells in fractions C+C′ estimated by the pre-BCR expression in individual (symbols) MB1-cre *Trp53*^*−/−*^ (Ctrl) and *Prmt5*^*F/F*^ MB1-cre *Trp53*^*−/−*^ (F/F) mice. *p*-Values throughout are from an unpaired, two-tailed Student's *t* test

### Trp53-independent defects in Prmt5-null B cells

We asked whether a p53 response might explain the apoptosis observed when Prmt5-null B cells were activated. Both p53 protein levels and activating phosphorylation at Ser15 were increased in *Prmt5*^*F/*F^ CD19-cre B cells activated ex vivo (Fig. 8a). Accordingly, the p53 targets *Bax* and *Cdkn1a* were upregulated in these cells (Fig. 8b). Nevertheless, ablating p53 did not prevent the increase in apoptosis or reduced proliferation, as shown in B cells from *Prmt5*^*F/F*^ CD19-cre *Trp53*^*−/−*^ mice (Fig. 8c).

**Fig. 8:**
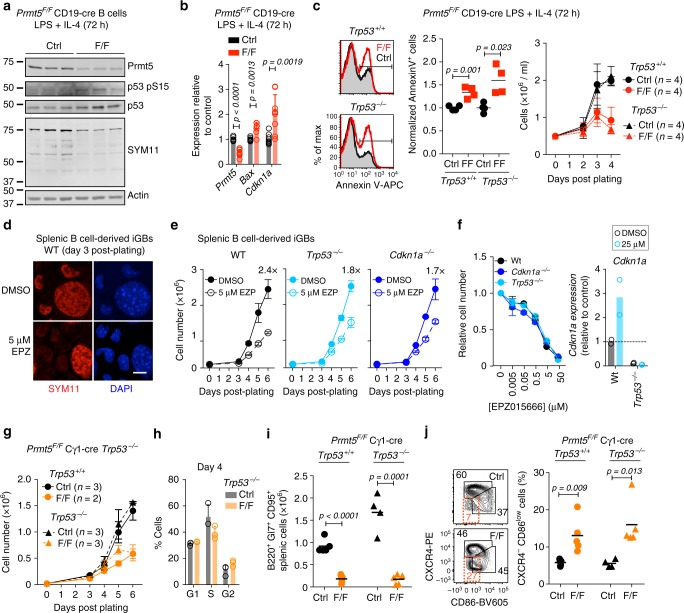
Prmt5 loss induces p53-independant apoptosis. **a** WB probed for the indicated proteins on extracts from CD19-cre (Ctrl) and *Prmt5*^*F/F*^ CD19-cre (F/F) splenic B cells cultured with LPS and IL-4 for 3 days. **b** Gene transcript levels by RT-qPCR in splenic B cells from **a**. Mean + s.d. RNA level normalized to Actin for *n* mice are plotted relative to the Ctrl mean. **c** Representative histograms of Annexin-V levels in CD19-cre (Ctrl) and *Prmt5*^*F/F*^ CD19-cre (F/F) mice in either *Trp53*^*+/+*^ or *Trp53*^*−/−*^ background. Annexin-V^+^ proportion for individual mice and mean + s.e.m cell concentration over time are plotted from one experiment. **d** Representative confocal microscopy of sDMA (SYM11) IF in iGB cells from wt mice treated with DMSO or 5 μM EPZ for 48 h. Large nuclei are from feeder cells. Scale bar, 10 µm. **e** Expansion of iGBs derived from wt, Trp53^*−/−*^ and *Cdkn1a*^*−/−*^ splenic B cells, treated with DMSO or EPZ 24 h after plating. Means ± s.e.m cell counts of two mice from one experiment are plotted. **f** Sensitivity of iGB cells to EPZ 4 days after treating with EPZ doses. Relative mean ± s.e.m cell number and *Cdkn1a* expression by RT-qPCR are plotted for two mice from one experiment. **g** Expansion of iGBs from Cγ1-cre (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre (F/F) mice and their *Trp53*^*−/−*^ counterparts. Mean ± s.e.m of cell count for *n* mice are plotted. **h** Cell cycle profile of Cγ1-cre *Trp53*^*−/−*^ (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre *Trp53*^*−/−*^ (F/F) iGBs pulsed with BrdU for 1 h at day 4 and stained with anti-BrdU and propidium iodide (PI). Means + s.d. for three mice per genotype from two independent experiments are plotted. **i** GC B cells in the spleen of Cγ1-cre *Trp53*^*−/−*^ (Ctrl) and *Prmt5*^*F/F*^ Cγ1-cre *Trp53*^*−/−*^ (F/F) mice 10 days after immunization with SRBC. Individual mice (symbols) and mean (bars) values are plotted from three experiments. **j** Representative flow cytometry and proportion of GC Cxcr4^−^ Cd86^low^ B cells in the mice in **i**. *p*-Values throughout are from an unpaired, two-tailed Student's *t* test

*Prmt5*^*F/F*^ Cγ1-cre iGB cells do not undergo apoptosis but still fail to expand and show a p53 transcriptional response with *Cdkn1a* (encoding p21) upregulation (Figs. 3g, 6c, Supplementary Fig. 5C). 

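The rise of Cdkn1a held with each library left out in turn, at log2 fold changes from 1.25 to 1.46. The lowest Prmt5-null library had 1267 normalized counts and the highest control library 695.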

We asked whether the proliferation defect observed in Prmt5-deficient B cells was p53- and/or p21-dependent. Pharmacological inhibition of Prmt5 similarly reduced the proliferation of wt, *Trp53*^*−/−*^ and *Cdkn1a*^*−/−*^ iGB cells, without any noticeable difference in their sensitivity to the inhibitor (Fig. 8d–f). To genetically confirm this, we derived iGBs from *Prmt5*^*F/F*^ Cγ1-cre *Trp53*^*−/−*^ mice, which showed similarly reduced expansion and cell cycle defects than *Prmt5*^*F/F*^ Cγ1-cre iGBs (Fig. 8g, h), demonstrating that these phenotypes were p53-independent. Furthermore, immunized *Prmt5*^*F/F*^ Cγ1-cre *Trp53*^*−/−*^ mice displayed the same GC defects than *Prmt5*^*F/F*^ Cγ1-cre mice, including the accumulation of Cxcr4^−^ Cd86^low^ cells (Fig. 8i, j). Since *Cdkn1a* is not expressed in p53-deficient cells (Fig. 8f), these results also ruled out p21 as a cause for the defects in B cell expansion in vitro or GC in vivo.

We conclude that Prmt5 prevents apoptosis upon B cell activation independently of p53 activation, and that it has additional p53- and p21-independent functions that promote B cell proliferation and the GC reaction.

### Prmt5 functions in LZ B cells

We then analyzed the expression of Prmt5 in GC B cell subsets. Gene expression data indicated higher Prmt5 mRNA levels in centrocytes than centroblasts (Supplementary Fig. 6A). Moreover, IHC suggested polarization of Prmt5 expression in the GC (Fig. 9a, Supplementary Fig. 6B). IF with the LZ marker CD35 confirmed that Prmt5 protein was preferentially expressed in the LZ GC B cells (Fig. 9b). In line with these results, Prmt5-deficient iGBs were significantly depleted of gene expression signatures characteristic of CXCR4^−^ LZ B cells^6,44^, as well as genes upregulated by CD40 engagement, while DZ-related gene sets were not significantly affected (FDR >5%) (Fig. 9c, Supplementary Fig. 6C). 

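The gene sets of the paper were not used here, and lists written from general knowledge stood in for them. The 23 light zone genes had a median log2 fold change of 0.01, with 13 higher and 10 lower in Prmt5-null iGBs (adjusted p = 0.366 from camera), and the sign of the median changed in 4 of the 8 fits that each left out 1 library, those without Prmt5-null replicate 10617 (-0.02), CTRL-10650, CTRL-10596 or CTRL-10597. limma gave an adjusted p below 0.05 for 10 of them, 7 higher and 3 lower, and for 14 when adjusted over the list alone. The 22 CD40-induced genes had a median of 0.24, with 19 higher (adjusted p = 0.000158 from camera), 8 past 0.05 over all genes and 11 when adjusted over the list alone, but the list did not pass the threshold with an estimated correlation between genes (adjusted p = 0.157 from camera). Tnfaip3 rose by 0.65 and Nfkbia by 0.60 on the log2 scale. The 18 dark zone genes had a median of -0.05 (adjusted p = 0.249 from camera), with 4 past 0.05 over all genes and 6 when adjusted over the list alone, among them Gcsam at -1.49 and Cxcr4 at 0.47, and a median of -0.08 without Prmt5-null replicate 10618.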

To obtain an insight into the dynamics of *Prmt5*^*F/F*^ Cγ1-cre GC B cells, we analyzed the available gene expression datasets from functional GC B cell subsets. We found that Prm5 was preferentially expressed in positively selected centrocytes, defined either by their transient c-Myc expression^7^ or increased antigen presentation ability^45^ (Fig. 9d). Accordingly, the gene signatures of Myc^+^ GC B cells and mTORC signaling associated to positive selection were significantly downregulated in *Prmt5*-null B cells (Fig. 9c).

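Of 30 genes induced by mTORC1 signaling, a list used in place of the paper's sets, 28 were lower in Prmt5-null iGBs, with a median log2 fold change of -0.44 (adjusted p = 3.06e-11 from camera). limma gave an adjusted p below 0.05 for 15 of them, all lower, and 20 passed when adjusted over the list alone. With an estimated correlation between genes the list did not pass (adjusted p = 0.0758 from camera). Fads2 fell by 0.70, Slc1a5 by 0.66 and Insig1 by 0.64 on the log2 scale. The 28 Myc target genes had a median of -0.07, with 17 lower (adjusted p = 0.0427 from camera), a call that was lost under fry (adjusted p = 0.099) and in 4 of the 8 fits that each left out 1 library, with a median of -0.02 without Prmt5-null replicate 10618. Of the Myc target genes, 3 had an adjusted p below 0.05 over all genes and 3 when adjusted over the list alone, and Slc19a1 (-0.85) and Nop56 (-0.55) fell most. Myc itself had 2431 ± 462 normalized counts (SD, n = 4) in Prmt5-null iGBs and 2742 ± 345 (SD, n = 4) in control iGBs, a log2 fold change of -0.18 (standard error 0.13, adjusted p = 0.38 from limma).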

**Fig. 9:**
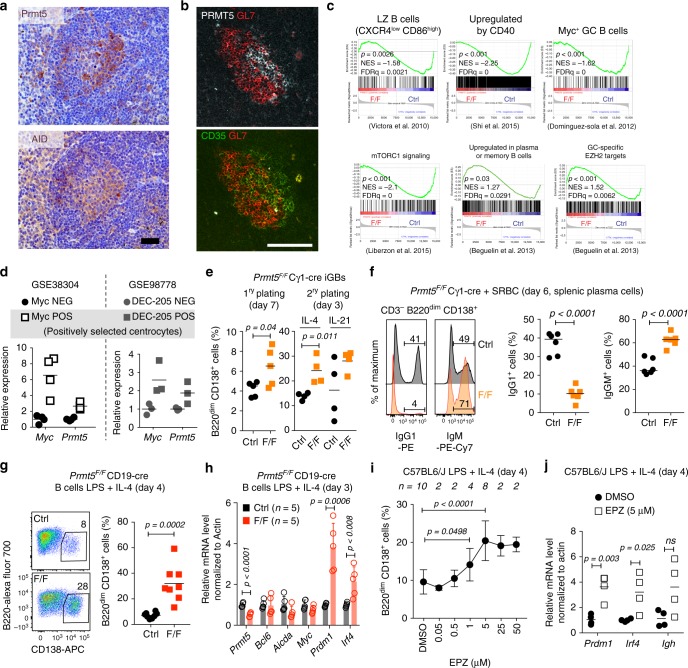
Prmt5 acts in the light zone to prevent B cell differentiation. **a** IHC images for Prmt5 and AID, as GC marker, on consecutive spleen sections from wt mice 14 days post-NP-CGG immunization. Representative of three mice from two experiments. Scale bar, 40 µm. **b** Representative IF on wt mouse spleen section 10 days after SRBC immunization, stained for GL7 CD35 (LZ marker) and Prmt5. Scale bar, 100 µm. **c** GSEA of transcriptional changes in *Prmt5*^*F/F*^ Cγ1-cre (F/F) versus Cγ1-cre (Ctrl) iGB cells against the indicated gene signatures. Enrichment was considered significant for *P* < 0.05 and FDR < 5%. **d** Relative gene expression in positively selected GC B cells. **e** Proportion of plasma cell-like B cells in Cγ1-cre (Ctrl) or *Prmt5*^*F/F*^ Cγ1-cre (F/F) iGB cultures at day 7 post-plating, or at day 3 after replating with 1 ng/mL IL-4 or 10 ng/mL IL-21. Individual mice (symbols) from one experiment are plotted. **f** Representative flow cytometry histograms of intracellular IgG1 and IgM staining of plasma cells in *Prmt5*^*F/F*^ Cγ1-cre (F/F) or Cγ1-cre (Ctrl) mice 6 days post-SRBC immunization. Proportion of IgG1^+^ and IgM^+^ plasma cells in individual mice (symbols) from two experiments are plotted. **g** Representative flow cytometry plots of plasma cells in CD19-cre (Ctrl) or *Prmt5*^*F/F*^ CD19-cre (F/F) B cells cultured 4 days in LPS and IL-4. Plasma cell proportion for individual mice (symbols) from three independent experiments are plotted. **h** Gene expression by RT-qPCR in splenic B cells cultured as in **g** for 3 days. Mean + s.d. mRNA levels normalized to Actin for *n* mice from two experiments are plotted relative to Ctrl average. **i** Mean ± s.d. (or ± s.e.m for *n* = 2) of plasma cell proportion in splenic B cells stimulated with LPS and IL-4 and treated with various EPZ doses for 4 days, are plotted for *n* mice from one to five experiments. **j** Gene expression by RT-qPCR in B cells treated with 5 μM EPZ as in **i**; individual mice (symbols) are plotted. Bars indicate mean values in all scatter plots. Significant *p*-values throughout are by an unpaired, two-tailed Student's *t* test except for GSEA, in which statistics are indicated

We conclude that Prmt5 is regulated to favor expression in the LZ and that it contributes to maintain the transcriptional identity of LZ B cells.

### Prmt5 prevents premature plasma cell differentiation

Additional gene expression analyses suggested that Prmt5-null B cells were prone to plasma cell differentiation. Prmt5 was preferentially expressed in the Myc^+^ and Irf4^+^ subset of LZ B cells recently shown to harbor plasmablast precursors^8^ (Supplementary Fig. 6D). 

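The 18 genes of the hematopoietic heat map in Supplementary Fig. 6E were all higher in Prmt5-null iGBs, with a median log2 fold change of 0.67 (adjusted p = 5.27e-07 from camera). limma called 4 of them with adjustment over all genes tested, Cd38, Cr2, Il7r and Il7, and 9 passed 0.05 when adjusted over the list alone, which is not independent evidence because the study chose these genes on these libraries. Cd38, on chromosome 5 from 43868553 to 43912375, had 499.7 ± 81.9 normalized counts (SD, n = 4) in Prmt5-null iGBs and 249 ± 52.0 (SD, n = 4) in control iGBs, a log2 fold change of 1.01 (standard error 0.17, adjusted p = 0.00258 from limma). Cr2 rose by 1.03 and Il7r by 1.79 on the log2 scale, each with no overlap between genotypes. With the libraries blocked by their split along the second principal component, a choice made after the data were seen, 6 genes of the heat map were called. Il7 rose by 0.92 but did not pass an adjusted p of 0.05 in 7 of the 8 fits that each left out 1 library.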

We also noticed that many cell adhesion and surface markers overexpressed in Prmt5-null iGBs are upregulated in memory and/or plasma cells relative to GC B cells (Supplementary Fig. 6E). Furthermore, a subset of the genes defining a composite memory/plasma cells signature, as well as some of the genes normally repressed by EZH2 in GC B cells^46^, were upregulated in Prmt5-null iGBs (Fig. 9c). These enrichments were modest, fitting with the observation that the *Prmt5*^*F/F*^ Cγ1-cre iGBs at day 4 used for RNA-seq showed no increase in CD138^+^ cells, had normal Bcl6 levels, and no change in Bcl6 target genes expression (Supplementary Figs. 5A and 6C). Nonetheless, by day 7, or after replating, *Prmt5*^*F/F*^ Cγ1-cre iGB cells showed a greater proportion of CD138^+^ cells and reduced proliferation potential than the control (Fig. 9e and Supplementary Fig. 6F), as expected for differentiated cells. Moreover, *Prmt5*^*F/F*^ Cγ1-cre mice immunized with SRBC showed a significantly lower proportion of IgG1^+^ and a concomitant increase in IgM^+^ plasma cells at day 6 (Fig. 9f, Supplementary Fig. 6H), when most plasma cells are of extrafollicular origin. These results in vivo are consistent with premature plasma cell differentiation, before isotype switching can take place.

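A list of 23 plasma and memory B cell genes, used in place of the paper's set, had a median log2 fold change of -0.20, with 10 genes higher and 13 lower in Prmt5-null iGBs (adjusted p = 0.229 from camera, past 0.05 in no alternative). limma gave an adjusted p below 0.05 for 9 of them, 3 higher and 6 lower, and for 11 when adjusted over the list alone. Cd38 was among the higher genes, and Slpi, at -0.76 on the log2 scale, and Creld2, at -0.69, among the lower ones. The adjusted p of Slpi was 0.0532 without CTRL-10596, and the median of the list was -0.07 without that library. The genes repressed by EZH2 were not analysed here.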

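Bcl6, on chromosome 16 from 23965052 to 23988852, had 1047 ± 271 normalized counts (SD, n = 4) in Prmt5-null iGBs and 1093 ± 249 (SD, n = 4) in control iGBs, a log2 fold change of -0.08 (standard error 0.21, adjusted p = 0.845 from limma), a difference smaller than the spread between libraries and of either sign when single libraries were left out (from -0.21 to 0.13). Sdc1, which encodes CD138, had 701 ± 49.4 normalized counts (SD, n = 4) in Prmt5-null iGBs and 646 ± 178 (SD, n = 4) in control iGBs, a log2 fold change of 0.16 (standard error 0.17, adjusted p = 0.588 from limma), and its log2 fold change was -0.02 without CTRL-10370. Prdm1, with a log2 fold change of -0.48 (standard error 0.14, adjusted p = 0.0428 from limma), and Xbp1, with a log2 fold change of -0.45 (standard error 0.12, adjusted p = 0.0305 from limma), were lower by less than 1.5-fold, and the adjusted p of Prdm1 was 0.05 or more in 5 and that of Xbp1 in 6 of the 8 fits that each left out 1 library. Irf4 and Pax5 changed by 0.19 and 0.20 on the log2 scale, neither with an adjusted p below 0.05 from limma over all 8 libraries, and Pax5 reached 0.0305 without Prmt5-null replicate 10770. Bcl6 target genes were not analysed here as a set.

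**Figure D3:**
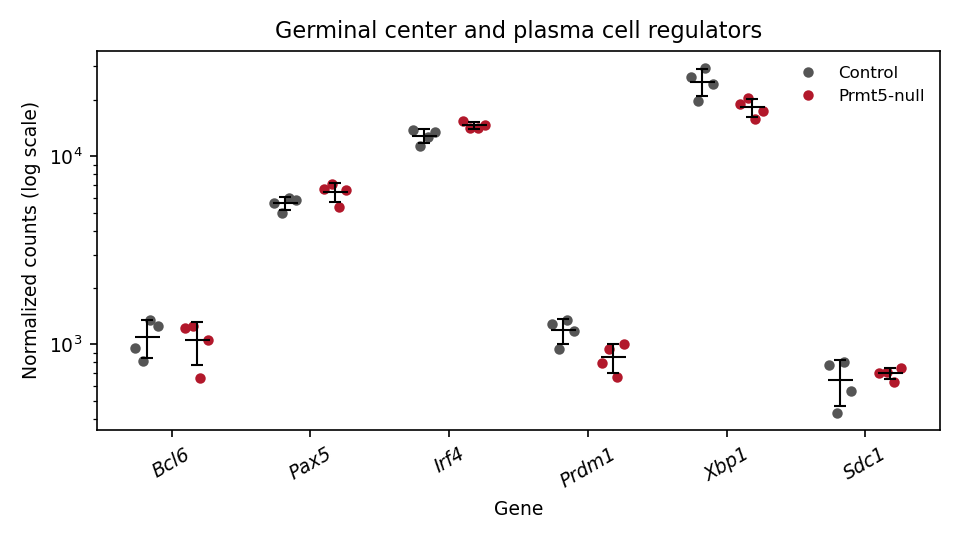
Normalized counts (log scale) of Bcl6, Pax5, Irf4, Prdm1, Xbp1 and Sdc1 in the 4 control (grey) and 4 Prmt5-null (red) iGB libraries. Points are libraries, and black lines give the mean and SD (n = 4). The points of the genotypes overlap for every gene except Irf4.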

To further test whether Prmt5-null B cells were intrinsically predisposed to differentiation, we stimulated splenic B cells ex vivo with LPS + IL-4, a model of plasma cell differentiation^5^. Because of the slow kinetics of excision in *Prmt5*^*F/F*^ Cγ1-cre B cells in these conditions, we used B cells from *Prmt5*^*F/F*^ CD19-cre mice, which also yielded more CD138^+^ cells and upregulated *Prdm1* and *Irf4* compared to control cells, irrespective of their p53 status (Fig. 9g, h, Supplementary Fig. 6G). Importantly, Prmt5 deficiency had little effect on intrinsic class switch recombination per cell division (Supplementary Fig. 6I), ruling out this explanation for the reduced proportion of IgG1^+^ plasma cells found in vivo. Finally, pharmacological inhibition of Prmt5 in wt B cells plated in LPS + IL-4 also caused a dose-dependent, but p21-independent, increase in CD138^+^ cells, as well as *Prdm1*, *Irf4*, and *Igh* expression (Fig. 9i, j, Supplementary Figs. 6J, 6K).

We conclude that Prmt5 prevents premature plasma cell differentiation, which can partly explain the defect in GC expansion in vivo in mice with Prmt5-null B cells.

## Discussion

We demonstrate that Prmt5 is essential for B cell development, the GC reaction, and antibody responses. Prmt5 ensures cell survival, proliferation, and/or differentiation at critical B cell stage transitions, strongly influencing GC dynamics and output. The effect of ablating Prmt5 in B cells is pleiotropic, as expected for an enzyme that modifies a large number of substrates^24,47^. Nonetheless, we delineate distinct functions for Prmt5 in different B cells stages, the majority of which are novel p53-independent functions.

A partial block in B cell development but increased mature B cells had been reported after deletion of Prmt5 in all hematopoietic cells^48^. We find no mature B cells in *Prmt5*^*F/F*^ Mb1-cre mice demonstrating that Prmt5 is essential for B cell development in the BM. Prmt5 functions at least in Pro-B and large Pre-B cells, which are highly proliferative stages^1^. Pro-B cells are especially sensitive to p53-dependent apoptosis^42,43^, and were rescued in *Prmt5*^*F/F*^ Mb1-cre *Trp53*^*−/−*^ mice. Thus, Prmt5 likely prevents a pro-apoptotic p53 response to allow Pro-B cell formation. B cell development was subsequently blocked before the large Pre-B cell stage, indicating another, p53-independent function of Prmt5 required for Pre-B cell formation or survival that remains to be investigated. While introducing a rearranged *Igh* failed to rescue Pro-B cells, we cannot rule out a p53-independent function of Prmt5 in VDJ-recombination to explain the Pre-B cell block. However, the Prmt5 requirement for B cell development contrasts with the dispensable role of Prmt5 in T cell development^49^. Indirect regulation of cytokine signaling by Prmt5 via splicing (Supplementary Fig. 5C), as shown in T cells^49^, and/or regulation of pre-BCR signaling, as shown for Prmt1^12^, may contribute to this dependency.

All major functions of Prmt5 in mature B cells are p53-independent, in contrast to most other systems in which growth and survival defects associated to Prmt5 ablation are, to a large extent, p53-dependent^25,39–41^. Apoptosis upon activating B cells that were previously depleted of Prmt5-catalyzed sDMA is p53-independent, as shown by combining both deficiencies. To our knowledge, p53-independent apoptosis had only been described in Prmt5-deficient glioblastoma^50^. This mechanism is relevant in vivo, upon polyclonal B cell activation by alum or parasite infection. Identifying sDMA-modified proteins in resting B cells will help elucidating the mechanism, which acts soon after activation. Indeed, apoptosis in vivo is observed before the B cells show surface GL7 while deleting Prmt5 after B cell activation does not cause apoptosis.

Even after bypassing apoptosis, proliferation of Prmt5-null B cells remains compromised, revealing another function of Prmt5 in mature B cells. This proliferation defect is p53-independent, indicating that p53 activation is secondary to another defect in Prmt5-null B cells. In Prmt5-deficient mouse neural progenitor and human B cell lymphoma cells, p53 activation is partly caused by altered splicing producing an unstable form of the negative p53 regulator Mdm4^19,25^, which we observe in Prmt5-null B cells but does not explain the p53-independent effects. Prmt5-null B cells accumulate DNA damage, as also observed in *C. elegans*, mouse primordial germ cells and human cancer cell lines^39,40,51^, which could reflect reduced DNA repair. Prmt5 promotes homologous recombination repair by methylating RuvBl1 to enhance Tip60/Kat5 activity^28^, and by regulating alternative splicing of *Kat5* in mouse fetal liver hematopoietic cells^52^. We find splicing fidelity defects in Prmt5-null B cells affecting transcripts of chromatin modifiers that regulate DNA repair, including Tip60, as well as multiple DNA repair factors. Nonetheless, additional splicing alteration, such as in cytokine signaling factors like *Il2rg* and *Jak3* just described in T cells^49^ that we also found (Supplemental Data 3), are likely to compound in the reduced proliferation of Prmt5-null B cells in vivo.

Prmt5’s polarized expression and defects caused by its ablation in GC dynamics and gene expression profile indicate a major function in LZ B cells. In line with the preferential expression of Prmt5 in the LZ B cell subsets undergoing positive selection and containing plasma cell precursors, our data are consistent with Prmt5 driving GC dynamics and preventing plasma cell differentiation. Premature differentiation of Prmt5-null B cells is supported by the upregulation of CD138 (syndecan), *Prdm1*, *Irf4* and *Igh* in B cells activated ex vivo and the increased IgM^+^ to IgG1^+^ ratio of splenic plasma cells in immunized *Prmt5*^*F/F*^ Cγ1-cre mice. These mice still show a deficit of ASC, suggesting an additional function of Prmt5 required in plasma cells in vivo. In other cell types, the role of Prmt5 in differentiation is context dependent^24^. Prmt5 deficiency causes upregulation of differentiation markers in ES cells^53^ and promotes myeloid differentiation in leukemia cells driven by MLL-fusions^54^. Our data indicate that Prmt5 represses at least part of the plasma cell program. Thus, *Prmt5*^*F/F*^ Cγ1-cre iGBs from day 4 show a modest enrichment in transcriptional changes associated with plasma cell differentiation, such as upregulation of some EZH2 targets and surface markers, preceding the increase in CD138^+^ cells observable at later timepoints. In addition, Prmt5 underpins GC B cell proliferation, with null cells downregulating the Myc and mTOR gene expression signatures associated to DZ reentry^7,45^. The proportion of DZ and LZ B cells is reduced in *Prmt5*^*F/F*^ Cγ1-cre mice because of an atypical population of Cxcr4^−^ CD86^low^ AID^−^ B cells with low proliferation potential. The origin of these cells is unclear. We cannot rule out the relative accumulation of a normal subset as other GC B cells disappear in the *Prmt5*^*F/F*^ Cγ1-cre mice. Alternatively, these may be cells failing positive selection and/or attempting differentiation. Defective B–T cell communication and/or signaling defect, as suggested by functional annotation of transcriptome alterations in Prmt5-deficient iGBs, may underlie this defect in vivo. The selection for Prmt5^+^ B cells in *Prmt5*^*F/F*^ CD19-cre mice shows that the GC formation defect is B cell intrinsic. Competitive experiments would be necessary to formally rule out that the intrinsic defects in Prmt5-deficient B cell could cause secondary defects in other immune cells that might exacerbate the GC defect in with *Prmt5*^*F/F*^ Cγ1-cre mice. In either case, our findings reveal that normal GC dynamics depends on Prmt5.

Mechanistically, we show that Prmt5 regulates the expression of a large number of genes in B cells. Despite we find Prmt5 mostly in the cytoplasmic of activated B cells, Prmt5-dependent nuclear sDMA is abundant, likely reflecting the largely repressive H3R8 and H4R3 methylation^24^. In addition, Prmt5 depletion reduces splicing fidelity, whereby weak donor splice sites are not recognized, producing RI and exon SE events that are likely to affect protein function. Prmt5 ensures spliceosome assembly by methylating SmD proteins^19,24^, which are Prmt5 substrates in B cells (Supplementary Figs. 2A, 6J). While this function of Prmt5 has been observed in other systems^19,25,26^, our results uncover the importance of splicing fidelity in B cell function and antibody responses. Splicing defects affect several histone modifiers, which likely contributes to the gene expression changes in Prmt5-null B cells. While this work was in revision, PRMT5 was found to methylate and thereby reduce the transcriptional repression activity of Bcl6 in human B cell lymphoma cell lines^55^. We did not detect changes in the Bcl6 signature in Prmt5-null iGBs (Supplementary Fig. 6C), but we cannot rule out that this may play a role in vivo during the GC reaction, which remains to be tested. Future work will dissect the indirect (via splicing or transcription factor regulation) and direct (via histone methylation at specific loci) contributions of Prmt5 to transcription regulation during B cell stage transitions. Unraveling Prmt5 function will require a comprehensive catalog of sDMA-modified proteins. Nonetheless, we establish the relevance of Prmt5-catalyzed sDMA in B cell biology and provide a framework to pursue the contribution of specific substrates to the p53-independent Prmt5 functions reported herein.

## Methods

### Animals

Mice were housed at the specific pathogen-free facility of the IRCM. *Prmt5*^*F/F*^ mice from EUCOMM^25^ were backcrossed for >5 generations to C57BL6/J. Cγ1-cre^32^ and B1-8 knock-in^56^ mice, kind gifts of Dr. K Rajewsky (MDC, Berlin), were obtained from Dr. Hua Gu at IRCM. CD19-cre mice^57^ were a gift from Dr. Russell Jones (McGill University, Montreal). Mb1-cre mice^29^ were a gift of Dr. Michael Reth (MPI, Freiburg). *Trp53*^*−/−*^ mice^58^ were obtained from Jackson labs (Bar Harbour, MN). *Cdkn1a*^*−/−*^ mice^59^ were a gift from Dr. Tarik Möröy (IRCM, Canada). Aicda^*−/−*^ mice^60^ were a gift from Dr. T. Honjo (Kyoto University, Japan). *Aicda-GFP* mice^61^ were a gift from Dr. R Casellas (NCI Bethesda, MD). Lines combining alleles were generated by breeding at our animal house. Throughout the paper, the corresponding Cre driver *Prmt5*^*+/+*^ mice were used as controls. Animal work was reviewed and approved by the animal protection committee at the IRCM (protocols 2013-18 and 2017-08) according to the guidelines of the Canadian Council on Animal Care.

### Immunization and infection

Age- and sex-matched mice of 40–120 days of age were immunized either intraperitoneally with 50 μg NP_18_-CGG (Biosearch Technologies) in Imject Alum adjuvant (Thermo Scientific) or intravenous with 10^9^ SRBC in 200 μL PBS (Innovative Research, IC100-0210). Mice were bled and/or sacrificed at various time post-immunization. Infections with *H. polygyrus bakeri* larvae were done by administering 200 L3 by gavage and mice were euthanized 14 days later.

### ELISA

Sandwich ELISA for measuring pre-immune sera antibodies were done using plates coated with anti-isotype-specific antibodies (BD Pharmingen) to capture IgM, IgG1, IgG2b, or IgG3. Antigen-specific antibodies were captured from immunized mice sera in ELISA plates coated with NP_20_-BSA (Biosearch Technologies) followed by the detection of IgG1. Detection was as described^62^. Briefly, antibodies were detected with the corresponding biotinylated anti-Ig (BD Pharmigen) followed by HRP-conjugated streptavidin (1:5000; Thermo Scientific) and developed using 2,2-azino-bis(3-ethylbenzothiazoline-6-sulfonic acid) substrate (Sigma).

### ELISPOT

Purified splenocytes or BM cells were added at different dilutions to a 96-well 0.45-μm PVDF membrane (Millipore, cat#MSIPS4W10) previously coated overnight at 4 °C with 2 μg/mL NP_20_BSA and blocked with complete RPMI cell culture media for 2 h at 37 °C. Plates with cells were incubated in a humid chamber 12 h at 37 °C, 5% CO_2_, then washed 6× with PBS 0.01% Tween-20, followed by incubation with goat anti-mouse IgG1-HRP (A10551, Life Technologies, 1/2000) diluted in culture media for 2 h at RT. Plates were washed and AEC substrate (3′ amino-9-ethylcarbazole; BD Bioscience) was added to reveal the spots. Images were acquired in an Axiophot MZ12 microscope and scored spots were counted from the 2 × 10^6^ cells dilution.

### Cell culture

Naïve primary B cells were purified from splenocytes by depleting CD43^+^ cells using anti-CD43 microbeads (Miltenyi, cat. #130-049-801) and an autoMACS (Miltenyi). Primary B cells were cultured at 37 °C with 5% (vol vol^−1^) CO_2_ in RPMI 160 media (Wisent), supplemented with 10% fetal bovine serum (Wisent), 1% penicillin/streptomycin (Wisent), 0.1 mM 2-mercaptoethanol (bioshop), 10 mM HEPES, 1 mM sodium pyruvate. Resting B cells were stimulated with LPS (5 μg/mL, Sigma) + IL-4 (5 ng/mL, PeproTech). Induced germinal center B cells (iGBs) were generated using 40LB feeder cells^33^. Briefly, one day before B cell plating, 40LB cells were irradiated (120 Gy) and plated at 0.3 × 10^6^ cells per well in 2 mL (6-well plate) or 0.13 × 10^6^ cells per well (24-well plate) in 0.5 mL DMEM media supplemented with 10% fetal bovine serum (Wisent) and 1% penicillin/streptomycin (Wisent). Purified naïve B cells were plated on 40LB feeders at 10^5^ cells per well in 4 mL of B cell media (6-well plate), or 2 × 10^4^ cells per well in 1 mL of B cell media (24-well plate), supplemented with 1 ng/mL IL-4. At day 3 post-plating, the same volume of fresh B cell media was added to the wells, supplemented with 1 ng/mL IL-4 (PeproTech). On subsequent days, half of the volume per well was removed and replaced with fresh B cell media supplemented with cytokines. When re-plated, cells were harvested from the primary culture on day 4 and plated on fresh 40LB feeders in media supplemented with either 1 ng/mL IL-4 or 10 ng/mL IL-21. Re-plated cells were not fed and analyzed 3 days later. The Prmt5 inhibitor EPZ015666 (Cayman chemical, cat. # 17285) was aliquoted and resuspended for long-term storage at −80 °C at 50 mM in DMSO. Intermediate dilutions in DMSO (from 25 to 5 mM) were kept at −20 °C and frozen/thawed up to three times for individual experiments. DMSO was always diluted 1/1000 in final volume with cells.

### Flow cytometry

Mononuclear cells from mouse spleen and MLN were obtained by mashing through a cell strainer with a syringe plunger. BM cells were obtained by opening and flushing femur and tibia bones from one leg with PBS, using a 1-mL syringe with 23G needle. BM and splenocytes suspensions were washed in PBS and incubated in 1 mL red blood cell lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) for 5 min at RT to complete lysis before filtering through 40-μm nylon cell strainer and resuspending in PBS 1% BSA. Single cell suspensions were stained with combinations of antibodies listed in Supplementary Data 5. To assess the proliferation in vivo, splenocytes were surface stained for GC markers and then 3 × 10^6^ cells were treated with fixation/permeabilization solution (eBioscience, cat. #00-5123-43) for 1 h at 4 °C in the dark, washed twice in Perm buffer (eBioscience), followed by 1 h incubation with anti-Ki67-PECY7 (eBioscience) at 4 °C, and resuspended in PBS + 1% BSA. If necessary, anti-biotin staining was performed following Ki67 stain. To evaluate apoptosis in vivo, cells were treated with the FITC conjugated CaspGLOW reagents that detects activated pan-caspases (BioVision, K180) according to the manufacturer’s instructions. Briefly, 10^6^ cells were treated with 2 μL FITC-VAD-FMK antibody for 1 h at 37 °C in 300 μL warm media, washed, surface stained and analyzed immediately. To assess apoptosis 0.3–0.5 × 10^6^ cultured cells were stained with 3 μL Annexin V in 100 μL Binding buffer (cat. #51-66121E, BD Pharmigen) for 15 min at RT. Then, 400 μL of Binding buffer and 5 μL of propidium iodide (20 μg/mL) were added prior to flow cytometry acquisition. To assess γH2AX levels in vivo, 3 × 10^6^ splenocytes were first surface stained for GC markers then washed twice in PBS 1% FCS 0.09% sodium azide and treated with fixation solution (BD, Cytofix #554655) for 30 min at 4 °C in the dark, then washed as previously. Pre-chilled Perm buffer III solution (BD#558050) was then added to the cells drop-wise under constant agitation. Cells were incubated for 30 min on ice in the dark and washed twice as previously before staining with anti-γH2AX (rabbit, 1/50) or anti-His control (rabbit 1/50) in wash solution (final volume 100 μL) for 1 h at 4 °C in the dark and washed as previously. Cells were stained with the secondary antibody anti-rabbit Alexa633 (1/8000) in 100 μL wash solution for 1 h at 4 °C in the dark, washed and resuspended in PBS + 1% BSA. For intracellular IgG1 staining, cells were stained for GC markers then fixed/permeabilized according to the manufacturers protocol (eBioscience, cat. #00-5123-43) before staining for IgG1. To evaluate cell cycle profile, B cells were incubated with 10 μM BrdU for 1 h at 37 °C and fixed with ice cold 70% ethanol with constant agitation and incubated on ice for 30 min. Then 2 N HCl/Triton X-100 0.5% was added to the loosen cell pellet to denature the DNA. Cells were then washed, resuspended in 0.1 M Na_2_B_4_O_7_, washed again and resuspended in PBS 0.5% Tween-20 1% BSA. 1 × 10^6^ cells were then stained with anti-BrdU-FITC (1/50) for 30 min at RT in the dark and resuspend cells in PBS 5 μg/mL PI. Data were acquired using BD LSR Fortessa (BD biosciences) or BD Facscalibur (BD biosciences) and analyzed using FlowJo. For sorting, cells were stained as above and passed through a BD FACSARIA III (BD biosciences).

### Immunohistochemistry

Section of 5-μm of paraffin-embedded tissues were deparaffinized in two changes of xylene for 5 min each and then rehydrated in distilled water using graded alcohols. Antigen retrieval was done by steaming the slides for 20 min then cooling for 20 min in either EDTA buffer (1 mM EDTA, 0.05% Tween 20, pH 8) for AID and PRMT5; or citrate buffer (10 mM acid citric, 0.05% Tween 20 pH 6.0) for PNA. Endogenous peroxidase was blocked with a 0.3% hydrogen peroxide solution for 10 min. When needed, endogenous biotin was blocked for 15 min with the blocking buffer provided with the Avidin/Biotin System (#SP2001, Vector Laboratories; Burlingame, CA). For protein block, we used 10% normal goat serum and 1% BSA for 60 min at RT or Carbo free buffer (#SP5040, Vector Laboratories). Sections were incubated with anti-AID (1:50, rat Mab mAID-2 eBioscience), anti-PRMT5 (1:250) overnight at 4 °C or biotinylated PNA (1:100) for 60 min at RT. Biotin-conjugated secondary antibodies were goat anti-rabbit IgG (1:200, Vector laboratories) to detect anti-PRMT5; goat anti-rat IgG (1:200, Vector laboratories) to detect anti-AID. Biotinylated reagents were detected with Vectastain ABC kit (PK-6100, Vector laboratories). Peroxidase activity was developed using ImmPACT NovaRED HRP substrate (Vector laboratories). The sections were counterstained with hematoxylin (Sigma cat. #MHS32-1L) for 1 min prior to dehydrating and mounting. The antibodies are listed in Supplementary Data 5.

### Immunofluorescence

Tissues were frozen in OCT (VWR #95057-838). Sections of 5-μm were fixed in PFA 4% for 10 min at RT, washed three times in PBS at RT, followed by an incubation in pre-chilled acetone for 10 min at −20 °C. Sections were permeabilized in 0.5% Triton X-100 in PBS for 10 min at RT. Sections were then blocked in PBS, 5% goat serum, 1% BSA, 0.3% Triton X-100 for 1 h at RT. Incubations with primary antibody were performed in blocking solution overnight at 4 °C in a humid chamber in the dark and, when needed, secondary antibody was added for 1 h at RT. Primary B cells were washed 1× with PBS and then plated on coverslips coated with 0.1 mg/mL poly-l-lysine (Sigma). Cells were centrifuged 5 min at 400 × *g*, then allowed to adhere at 37 °C for 20 min, before fixation with 3.7% formaldehyde (Sigma) for 10 min at RT. After three washes with PBS, coverslips were blocked for 1 h with blocking solution (5% goat serum, 1% BSA, 0.5% Triton X-100 in PBS). Cells were then incubated overnight at 4 °C with anti-PRMT5 (1:100) or anti-SYM11 (1:100), diluted in blocking solution. After 3 × 5 min washes, with PBS + 0.1% Triton X-100 (PBS-T), cells were incubated for 1 h at RT with anti-rabbit IgG Alexa-546 (1:500) diluted in blocking solution. After 3 × 5 min washes with PBS-T, cells were incubated with 300 nM DAPI (ThermoFisher) in PBS for 5 min at RT. Finally, coverslips were washed with PBS followed by ddH_2_O before mounting onto slides using Lerner Aqua-Mount (ThermoFisher). The antibodies are listed in Supplementary Data 5.

### Microscopy and image analysis

Confocal microscopy was acquired using a Zeizz LSM519 Axiovert 100 M with 20X LD-Achroplan or 40X Plan-Neofluor (with oil immersion) objectives. Prmt5 and Sym11 signal in B cells was scored in Volocity (Perkin Elmer), quantifying signal within a dilated mask generated using DAPI. For each experiment, multiple fields were analyzed, excluding cells with saturated signal, abnormal DNA structures or mitotic figures. Fluorescent microscopy images were acquired in a Leica DM6000 microscope equipped with a Hamamatsu Orca-ER C4732 camera. Images were acquired with a Leica 40X HCX PL Fluotar objective or 63X HCX PL APO (with oil immersion). Quantification of γH2AX foci was performed on fluorescent microscopy images, using a series of image processing operation to separate B-cell DNA damage from the larger feeder cells. Analysis scripts were programmed using Matlab 2016a (Mathworks Inc.). A total of 42–48 images per genotype per day were automatically analyzed for >900 cells per sample. Cell nuclei were found using the DAPI channel of images, based on an Otsu intensity threshold. Binary images were cleaned of small objects, holes were filled, and edges were smoothed using a morphological closing operation with a 5-pixel-radius circular kernel. Multinuclear cells were removed from this nuclear mask by computing the convex Hull of all objects, and objects where the ratio of their area over their convex Hull area was lower than 0.8 were discarded. Finally, big nuclei, belonging to feeder cells were discarded by only keeping objects of area smaller than 2% of the image size. DNA damage foci were assumed to be fluorescent puncta, most of them of sub-diffraction-limit size. Intensity contrast was enhanced by saturating the bottom 1% and the top 1% of all pixels. Fluorescent puncta were detected using a linear band-pass filter that preserved objects of a chosen size and suppressed noise and large structures. After the filter, we chose elements bigger than noise up to twice the diffraction limit. Only foci detected within B-cell nuclei were considered for statistical purposes. In order to consider only foci brighter than in control IF, we quantified the average foci intensity of non-treated cells, and only foci of higher-than-control intensity were considered to compute the number of DNA damage foci per cell. Prmt5 quantification in immunized Prmt5F/F CD19-cre B cells was done on fluorescence microscopy images of single follicles containing 1 or 2 GC. A first approximation for cells segmentation was obtained using a Laplacian of the Gaussian filter followed by a median filter and a watershed transformation. A typical cell size was manually established for all images. Segmented objects of area larger than five times the typical cell were discarded from analysis. Objects of area smaller than half a cell were fused with the adjacent cell of largest eccentricity. Typically, 2000 cells were detected and processed in each image. To assign nuclear and cytoplasmic pixels to each cell, the typical radius of a circular cell of the manually set area was calculated. For each cell, a band was established around its edge of thickness radius/3 and assigned to the cytoplasm all pixels on the band. The median fluorescence in the cytoplasm of each one of the channels was computed for every cell. The GCs and surrounding B cell follicle were manually delineated using the IgD and GL7 IF images to create two masks, and cells were assigned to either the GC or the follicle. Cell with pixels spilt between those two masks were assigned to the mask of more pixels. The fluorescence signal for Prmt5 of all cells was normalized to the cell with maximal signal in the corresponding image, after eliminating outliers using a histogram of the distribution (example in Supplementary Fig. 1D). The normalized values for all cells in a follicle and its associated GC were averaged to obtain the normalized mean intensity per cell in each compartment. The normalized mean of all follicles from a single mouse were averaged, and the same was done for the GC. These values were plotted and used to calculate ratios in Fig. 2b.

### Western blots

Protein extracts were performed by lysing cells in NP-40 lysis buffer (1% NP-40, 20 mM Tris pH 8, 137 mM NaCl, 10% glycerol, 2 mM EDTA), containing protease and phosphatase inhibitor (Thermo Scientific). Protein extracts were separated by SDS-PAGE and transferred to nitrocellulose membranes (BIO-RAD). In some experiments, equal protein loading was controlled by staining the membrane after transfer using REVERT total protein stain solution (LI-COR). Membranes were blocked in TBS 5% milk and probed with primary antibodies overnight, washed 4 × 5 min in TBS + 0.1%Tween before incubating with secondary antibodies conjugated to AlexaFluor680 or IRDye800 for 1 h, washed and read on Odyssey CLx imaging system (LI-COR). Proteins were quantified using ImageStudiolite software. When Revert staining (LI-COR) was used, Revert signal from a whole protein lane was considered for normalization. The antibodies are listed in Supplementary Data 5. The original uncropped images of all western blots are shown in Supplementary Fig. 7.

### RT-qPCR

RNA isolated using TRIzol (Life Technologies) was reverse transcribed with ProtoScriptTM M-MuLV Taq RT-PCR kit (New englandBiolabs). Quantitative PCR using SYBR select master mix (Applied Biosystems) was performed and analyzed in a ViiATM 7 machine and software (Life technologies). Oligos used for PCR are listed in Supplementary Data 6.

### RNA-seq

Cγ1-cre and Prmt5^F/F^ Cγ1-cre splenic B cells plated on 40LB cells were separated from the feeder cells by elutriation at day 4 after plating. Total RNA was extracted from four independent biological samples per genotype, using RNeasy plus Mini kit (Quiagen), quality controlled using RNA Pico chip on Bioanalyzer (Agilent) and processed individually for RNA-seq. Samples were depleted of rRNA using Ribo-zero Gold rRNA removal kit H/M/R (Illumina Hu Mm Rt). Libraries were constructed using the KAPA stranded RNA-Seq kit (Roche), which included fragmentation, cDNA, dsDNA, ER, ATL, Ligation and PCR enrichment, and purified by KAPA magnetic beads (Roche). The mean fragment size obtained was 308 bp. QC validation was performed on HSdna chip on Bioanalyzer and Q-PCR titration with NEBnext Library quant Kit for Illumina (NEB). Sequencing PE125 on HiSeq2500 with v4 chemistry (Illumina) at the Genome Center (Quebec).

### RNA-seq analysis

Sequencing reads were trimmed using Trimmomatic (v0.32)^63^, removing adaptor and other Illumina-specific sequences as well as the first four bases from the start of each read, and low-quality bases at the end of each read, using a 4 bp sliding window to trim where average window quality fell below 30 (phred33 < 30). An additional 3 bp were clipped from the start and end of a read if found of low quality. Trimmed reads <30 bp were discarded. The resulting clean set of reads were then aligned to the reference mouse genome build mm10 using STAR (v2.3.0e)^64^ with default parameters. Reads mapping to more than 10 locations in the genome (MAPQ < 1) were discarded. Gene expression levels were estimated by quantifying uniquely mapped reads to exonic regions (the maximal genomic locus of each gene and its known isoforms) using featureCounts (v1.4.4)^65^ and the Ensembl gene annotation set. Normalization (mean of ratios) and variance-stabilized transformation of the data were performed using DESeq2^66^. Differential expression analysis was performed with DESeq2 using the Wald test. Statistically significant (adjusted *p* value < 0.05, Benjamini–Hochberg procedure) genes with large expression changes (absolute fold change ≥1.5) that are expressed above a threshold (average normalized expression across samples >50) were considered as differentially expressed genes. Multiple control metrics were obtained using FASTQC (v0.11.2), samtools (v0.1.19), BEDtools (v2.17.0), and custom scripts. For visualization, normalized Bigwig tracks were generated using BEDtools and UCSC tools. Integrative Genomic Viewer was used for data visualization. For splicing analysis, we used rRMATS v3.2.5^67^ with default parameters to identify alternative splicing (AS) events. Since rMATS requires reads of equal lengths, we performed the analysis on untrimmed reads, using the Mus musculus GRCm38 release 87 Ensembl gtf as exon annotation file. We used both rMATS outputs for analysis: AS events identified using reads mapping to splice junctions and reads on target (JC + ROT), and AS events identified using reads mapped to splice junctions only (JC). Each of the five types of AS events (skipped exon, SE; mutually exclusive exon, MXE; retained intron, RI; alternative 5’ splice site, A5SS; and alternative 3′ splice site, A3SS) was analyzed separately. A non-redundant list of genes displaying significant AS events was generated by selecting the most statistically significant AS event per gene with more than 10% inclusion level difference. Benjamini–Hochberg correction was applied to this non-redundant set of events. The final list of AS affected genes (Supplementary Data 3) contains events with FDR < 0.05 in genes that pass a minimum expression threshold (normalized mean expression >50).

### Functional annotation

GO terms enrichment was performed using either DAVID (https://david.ncifcrf.gov/)^68^ or Gorilla (http://cbl-gorilla.cs.technion.ac.il/)^69^ by providing either an unranked gene set and a background list, or a ranked list, as follows. The lists of genes differentially expressed by ≥2-fold in either direction with *p*-adj < 0.05 were analyzed by DAVID, using the list of all expressed genes (basemean > 0) as background, to identify enriched GO biological process terms. A non-redundant list of aberrantly spliced genes reaching statistical significance was similarly analyzed at Gorilla. GO or KEGG with FDR < 25% and *p* < 0.05 in adjusted *p*-value were considered significant. Gorilla permitted the analysis of ranked lists. Two list were compiled from differential expression analysis, ranking genes according to log2fold-change, from the most changed to the last unchanged gene in each direction (i.e. the list with upregulated genes excluded downregulated genes and vice versa). Each list was uploaded to Gorilla. In all methods, GO terms with *p* < 0.05 and FDR *q*-value < 0.05 were considered significant. A list containing gene expression data for each sample for genes with average basemean >20 was analyzed by GSEA^70^ using the interface v3.0 provided by the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp), using the default KEGG list of gene sets at MsigDB^71^. The analysis was run with 1000 permutations, excluding gene sets containing more than 1000 and less than 15 genes, ranking genes by Signal2Noise and using weighted enrichment statistic. Specific gene expression signatures for selected candidate pathways to analyze by GSEA were obtained from the literature, as reference in results, and analyzed using the same input data and parameters.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

RNA-seq data generated in this work and used for Fig. 6a–h, Supplementary Figs. 5b–e, 6c, and 6e are available at NCBI under accession number GSE120309. Accession numbers of RNA-seq or microarray datasets obtained from public repositories are provided in the corresponding figures or figure legends. All other relevant data are included. Ad hoc Matlab code produced for the quantification of IF signals in Fig. 2b, Supplementary Figs. 1d, and 5f described above is available upon request.

# Supplementary material for: PRMT5 is essential for B cell development and germinal center dynamics
**Source:** Nat Commun. 2019 Jan 3;10:22. doi: 10.1038/s41467-018-07884-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **PRMT5 is essential for B cell development and germinal center dynamics**

Litzler et al.

## Supplementary Figures

**A**

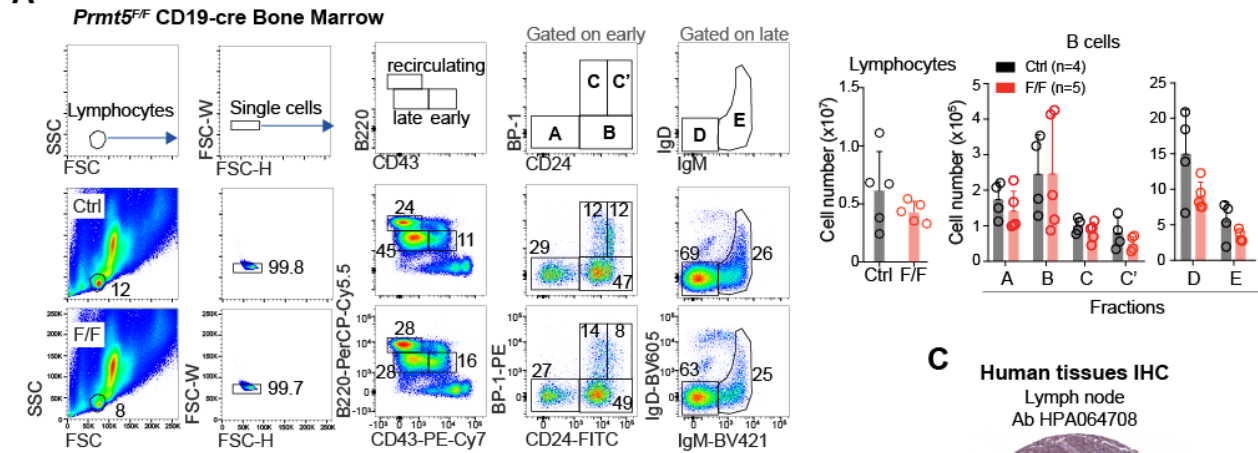

**B**

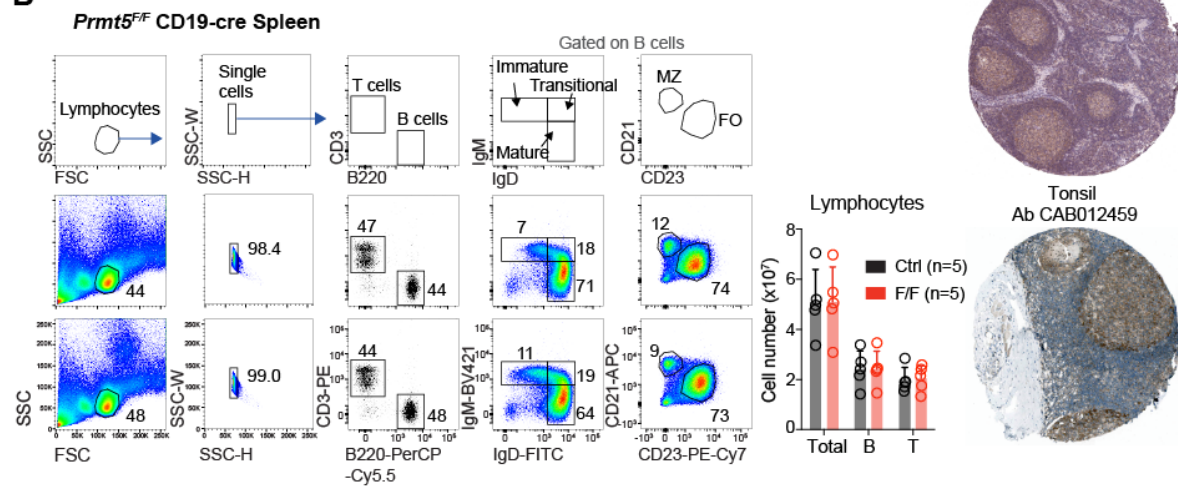

**D**

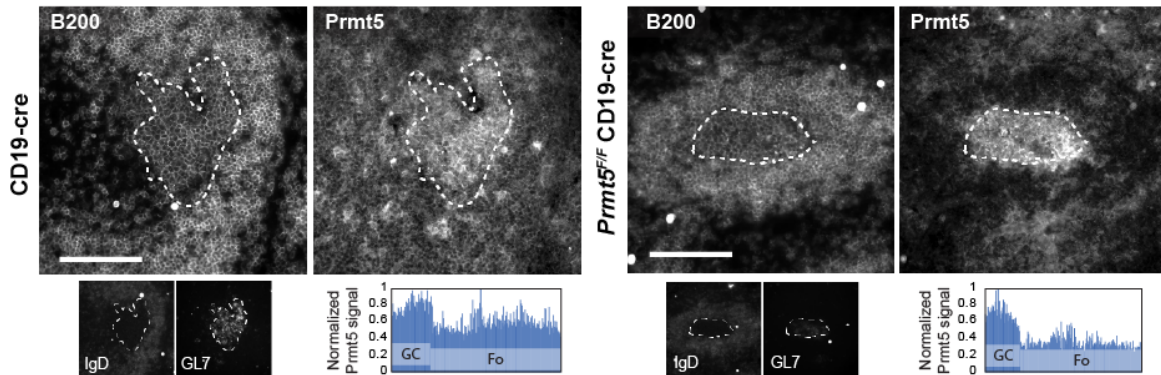

**Supplementary Figure 1 – Normal B cell development in *Prmt5<sup>F/F</sup>* CD19-cre mice.**

**A)** Gating strategy and representative flow cytometry for BM lymphocytes and Hardy's fractions of B cell development in CD19-cre (Ctrl) and *Prmt5<sup>F/F</sup>* CD19-cre (F/F) mice. Plots show means + s.d. of absolute lymphocyte and B cell fractions counts for 5 mice (3-4 months of age) per genotype from one experiment. The same gating strategy was used in Fig. 7. **B)** Gating strategy

and representative flow cytometry splenic lymphocytes and B cell subpopulations quantified in Fig. 1C: immature ( $\text{IgD}^- \text{IgM}^+$ ), transitional ( $\text{IgD}^+ \text{IgM}^+$ ), mature ( $\text{IgD}^+ \text{IgM}^{\text{low}}$ ), follicular ( $\text{CD21}^+ \text{CD23}^+$ ) and marginal zone ( $\text{CD21}^+ \text{CD23}^-$ ). Plots show means + s.d. of absolute splenic lymphocytes and B cell subsets counts in the mice from A). **C)** Immunohistochemistry pictures of human lymph node (LN) and tonsils stained for Prmt5 with the indicated antibodies as extracted from the Human protein atlas database ([www.proteinatlas.org](http://www.proteinatlas.org)). **D)** Representative immunofluorescence pictures of B cell follicles containing GC in splenic sections from the indicated mice at day 14 post-NP-CGG immunization, stained for the indicated antigens. GC were traced based on simultaneous IgD and GL7 staining. Scale bar, 100  $\mu\text{m}$ . The histograms show the distribution of normalized Prmt5 signal for all individual cells in the GC ( $\text{B220}^+ \text{IgD}^- \text{GL7}^+$ ) and the mantle zone (Fo) ( $\text{B220}^+ \text{IgD}^+ \text{GL7}^-$ ).

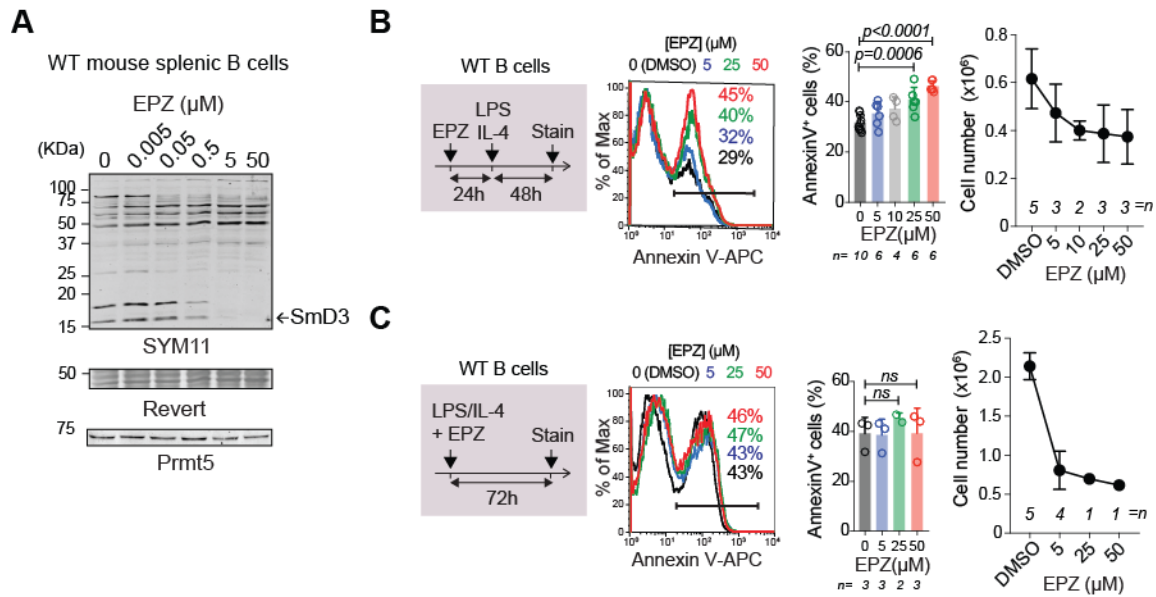

### Supplementary Figure 2 – B cell apoptosis depends on the timing of Prmt5 inhibition

**A)** WB for sDMA (SYM11) and Prmt5 in extracts from WT splenic B cells stimulated with LPS (5 μg/mL) and IL-4 (5 ng/mL) for 72 h in the presence of the indicated concentration of Prmt5 inhibitor EPZ015666 (EPZ). **B)** Experimental set up and representative flow cytometry histogram of the proportion of Annexin-V<sup>+</sup> B cells that were plated and treated with the indicated EPZ doses for 24 h before activation with LPS (5 μg/mL) and IL-4 (5 ng/mL). Means + s.d. proportion of Annexin-V<sup>+</sup> B cells from n mice from 5 experiments are plotted. The rightmost plot shows mean + s.d. cell counts (except for the 10 μM dose, mean ± s.e.m) of n mice from 5 experiments at 72 h post-plating. Significant P-values by one-way ANOVA with Dunnett's correction for multiple comparisons are indicated. **C)** Experimental set up for simultaneous Prmt5 inhibition and B cell activation. Apoptosis and cell count from n mice from 2 experiments were measured and plotted as in B).

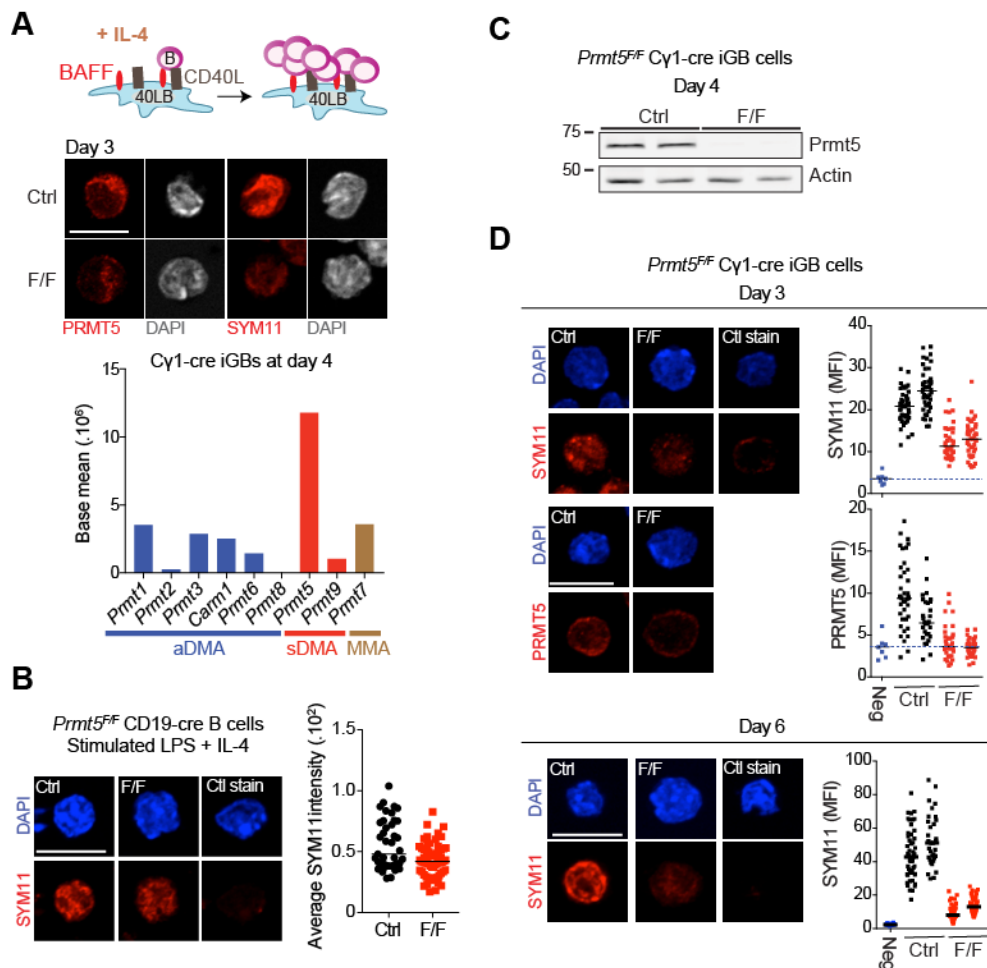

### Supplementary Figure 3 –Prmt5 depletion in *Prmt5<sup>F/F</sup>* CD19-cre and *Prmt5<sup>F/F</sup>* Cy1-cre iGBs

**A)** Cartoon of the induced GC-like B cells (iGBs) system. Resting splenic B cells were plated on 40LB cells (expressing CD40L and BAFF) and the media supplemented with 1 ng/mL IL-4. Representative IF of sDMA (SYM11), Prmt5 and DAPI on Cy1-cre (Ctrl) and *Prmt5<sup>F/F</sup>* Cy1-cre (F/F) iGBs at days 3 post-plating are shown. Transcript levels of each Prmt by RNA-seq in control Cy1-cre iGBs at day 4 post-plating are shown (average of 4 biological replicates). **B)** Representative IF of sDMA (SYM11) and DAPI on CD19-cre (Ctrl) and *Prmt5<sup>F/F</sup>* CD19-cre (F/F) iGBs at day 6 post-plating. The average SYM11 intensity per cell (symbols) and mean intensity per genotype (bars) are plotted for a pool of 2 mice per genotype. **C)** Representative WB of Prmt5 and Actin, as a loading control, in extracts of iGB cells from Cy1-cre (Ctrl), *Prmt5<sup>F/F</sup>* Cy1-cre mice (F/F) at day 4 post-plating. **D)** Representative IF of sDMA (SYM11), Prmt5 and DAPI on Cy1-cre (Ctrl) and *Prmt5<sup>F/F</sup>* Cy1-cre (F/F) iGBs at days 3 and 6 post-plating. The average SYM11 and Prmt5 intensity per cell (symbols) and mean per genotype (bars) are plotted for 2 mice per genotype. Scale bars = 10  $\mu$ m in C and E.

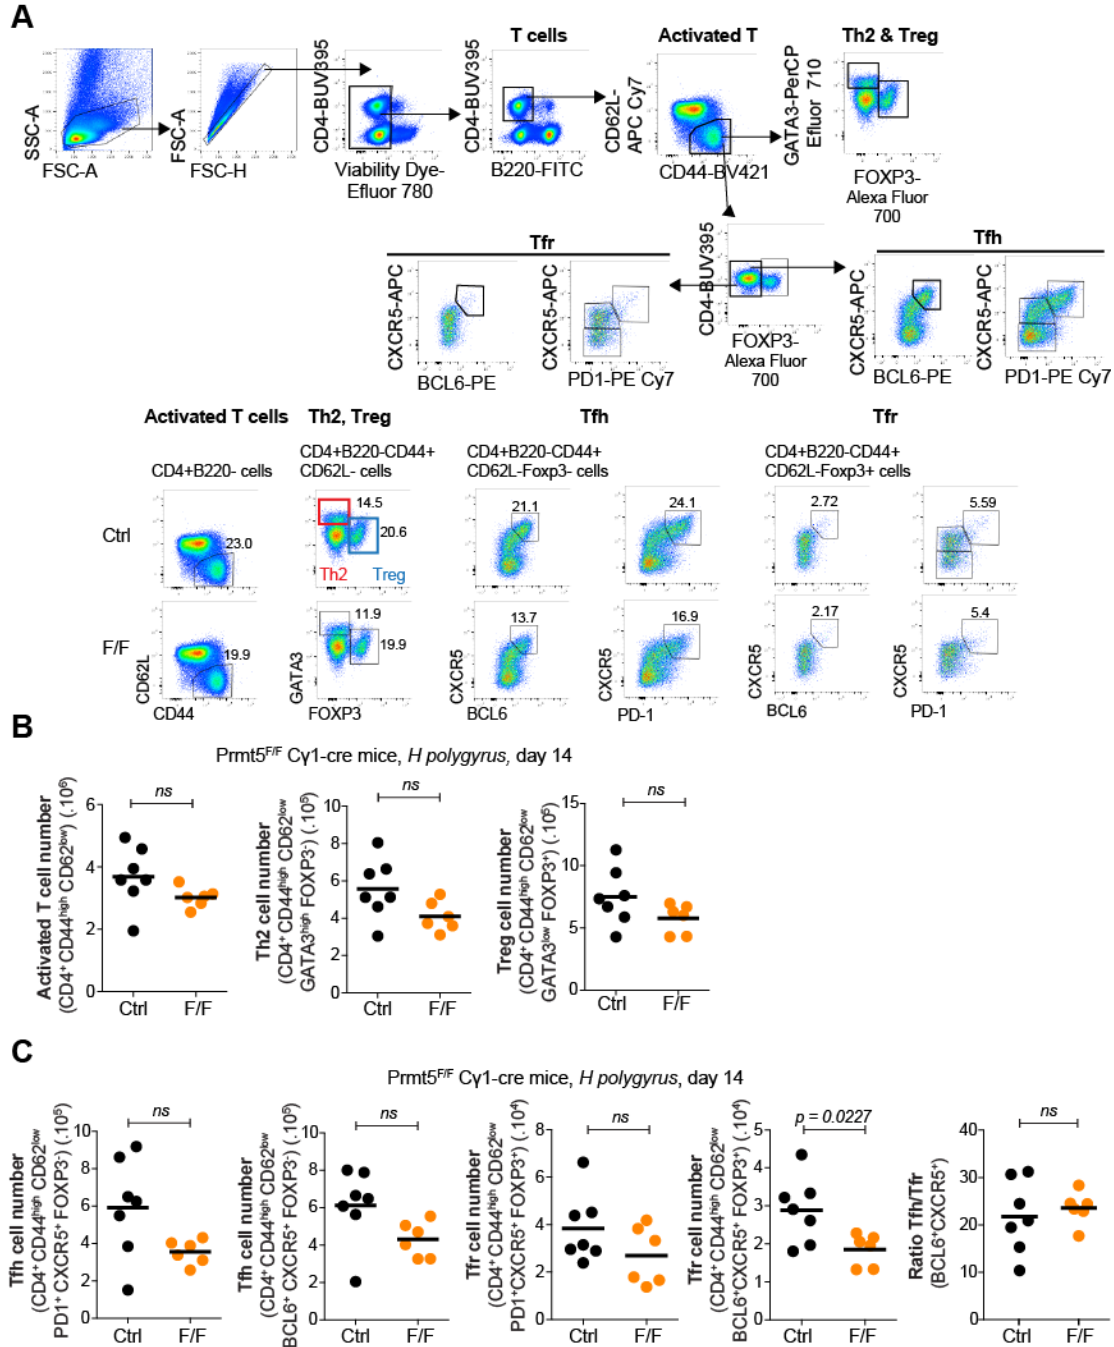

**Supplementary Figure 4 – T cell populations in mice infected with *H. polygyrus***

**A)** Gating strategy for analyzing T cell subsets and representative results. **B)** Compiled absolute numbers of T cell populations in Cy1-cre (Ctrl) or *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) individual mice (symbols) and mean values (bars) .14 days after infection with *H. polygyrus* from 2 experiments. **C)** Tfh and Tfr populations in the mice from B) were measured using two different methods, differing in the use of PD1 or BCL6 staining were used. The Tfh to Tfr ratio was calculated from the second method. Data from 2 experiments, individual mice (symbols) and mean values (bars) are plotted. P-values by unpaired, two tailed Student-t test.

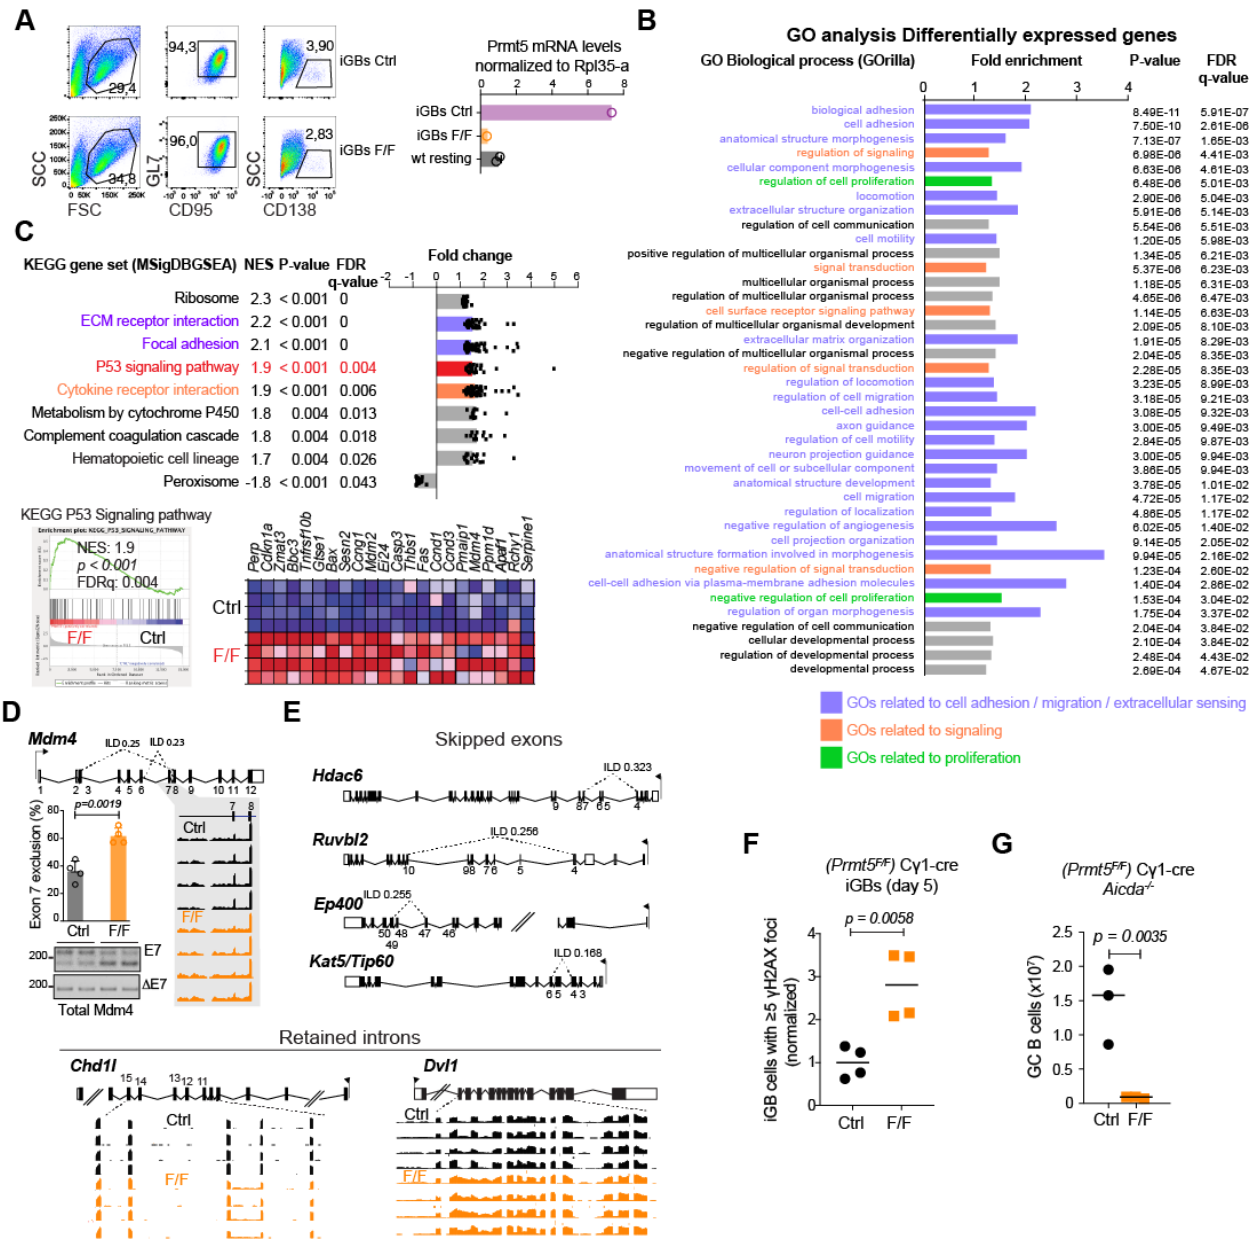

**Supplementary Figure 5 – RNA-seq and p53 response additional analyses**

**A)** Representative flow cytometry plots for GC and plasma cell markers in iGB cells derived from Cy1-cre (Ctrl) or *Prmt5<sup>FF</sup>* Cy1-cre (F/F) splenic B cells at day 4 after plating onto 40LB, as were used for RNA-seq. *Prmt5* transcript levels in the same cells compared to resting wt B cells determined by RT-qPCR are plotted. **B)** Functional annotation of differentially expressed genes by GO terms describing biological processes. A list of all genes ranked by fold-change (from maximum to ≥0) was analyzed at the GOrilla server. GO terms with P<0.05 and FDRq value <0.05 were considered significant. **C)** Pathways significantly enriched or depleted in *Prmt5*-null iGBs by Gene set enrichment analysis (GSEA) against the MsigDB of KEGG pathways. Normalized enrichment score (NES) of pathways with P-value<0.05 and FDRq value <0.05 are shown. The fold-change of genes in the leading edge (symbols) and the median fold change (bars) of each gene set are plotted. The GSEA plot for and heat map of gene expression in the leading edge for KEGG P53 signaling pathway are shown below for all samples. ECM,

extracellular matrix. **D)** Mdm4 gene scheme and alignment of RNA-seq data from each sample with the aligned reads for one SE event in each sample. Representative RT-PCR validating the same event and mean + s.d. quantification of exon 7 exclusion for 4 mice are shown. **E)** Scheme of selected genes with SE events indicating the inclusion level difference (ILD) for significant events and with RI events, including the RNA-seq data alignment of the relevant region. **F)** Mean proportion of iGB cells with  $\geq 5$   $\gamma$ H2AX foci determined by IF 5 days after plating. Values for individual Cy1-cre (Ctrl) and *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) mice from 2 experiments are plotted, normalized to the mean of the controls in each experiment. P-value by unpaired, two tailed Student-t test. **G)** Number of GC B cells in the spleen of *Aicda*<sup>-/-</sup> Cy1-cre (Ctrl) and *Aicda*<sup>-/-</sup> *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) mice (symbols), 10 days after immunization with SRBC. Data from one experiment.

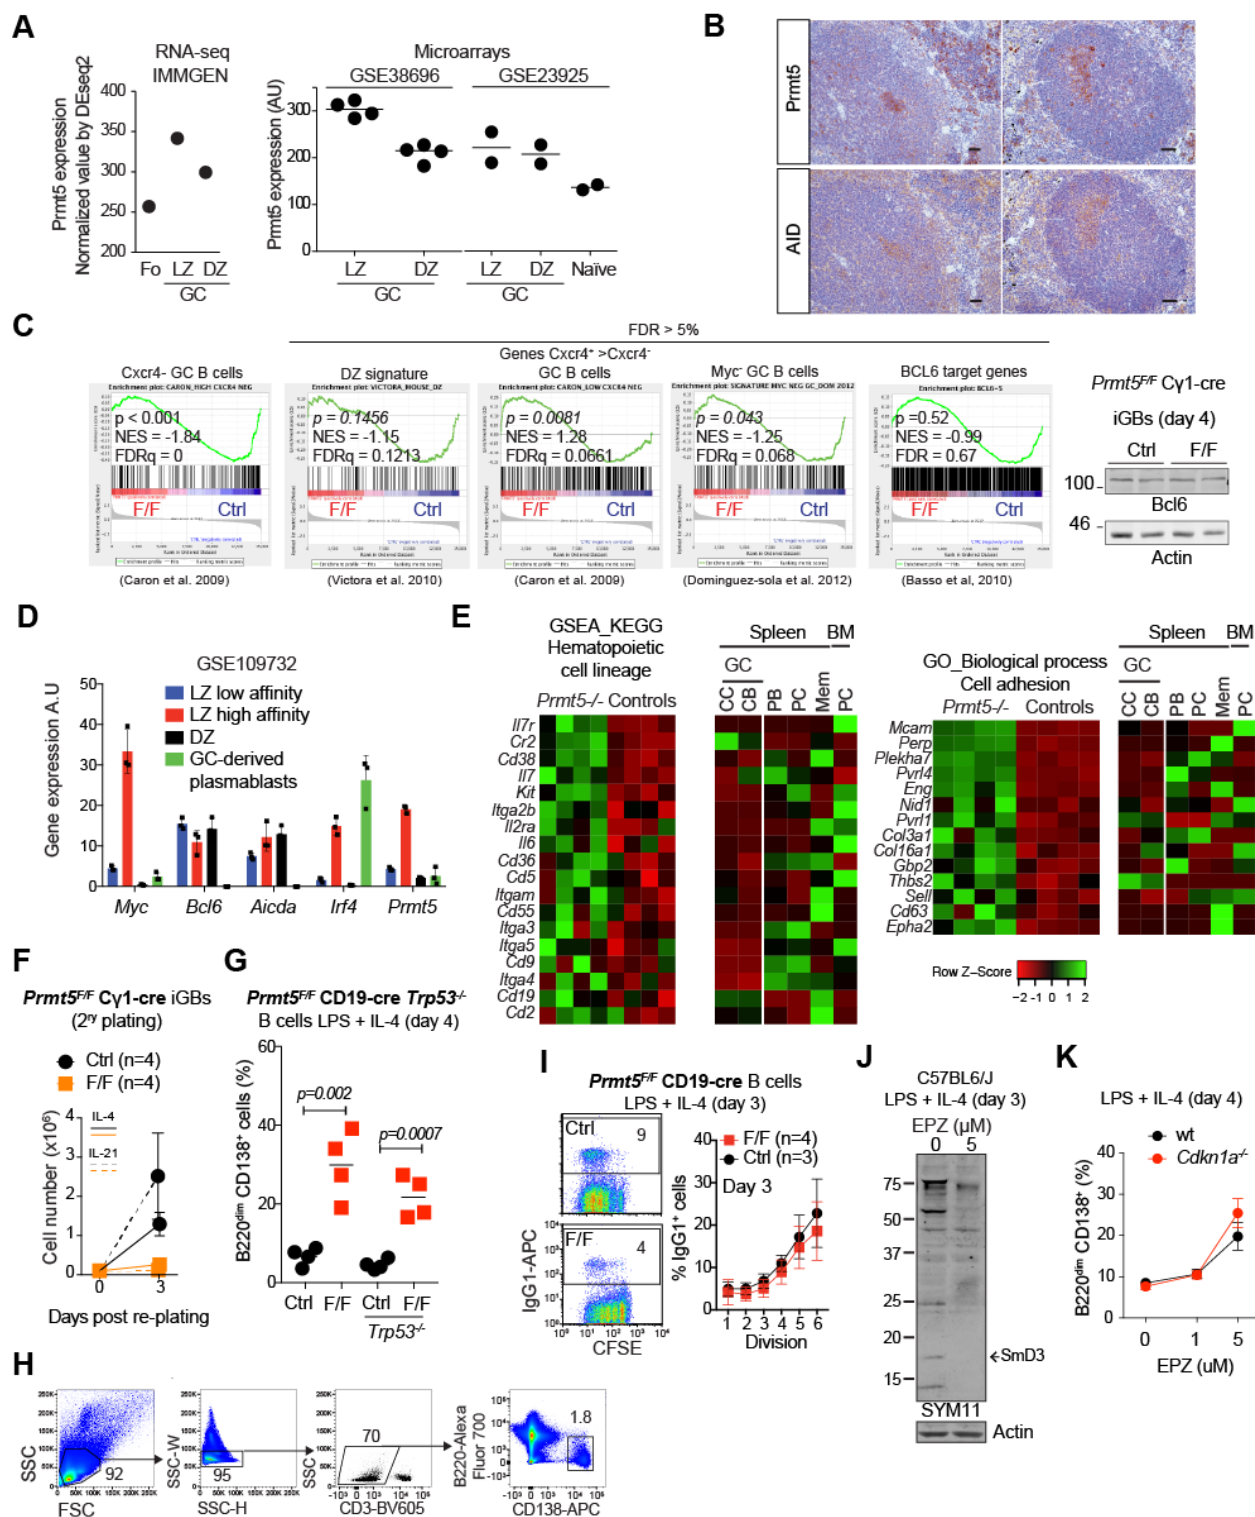

**Supplementary Figure 6 – Expression of Prmt5 in GC light zone B cells**

**A)** Relative Prmt5 transcript levels in GC light zone (LZ) and dark zone (DZ) according to gene expression data obtained from the indicated sources. Follicular (Fo) and naïve B cells data are

shown for comparison. **B)** Additional IHC of consecutive splenic sections stained with anti-AID and anti-Prmt5, from immunized C57BL6/J mice. Scale bars = 20  $\mu$ m (left) and 50  $\mu$ m (right). **C)** GSEA of transcriptional changes in *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) versus control iGB cells using gene sets obtained from the indicated references. Enrichment was considered significant when  $P < 0.05$  and FDRq value  $< 0.05$ . WB probed for Bcl6, and Actin as a loading control, of *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) and Cy1-cre control iGB extracts harvested at day 4. **D)** Relative genes transcript levels between GC subsets in RNA-seq data from the indicated source. Means + s.d. of triplicates. **E)** Gene expression heat maps for each RNA-seq replicate from *Prmt5*<sup>F/F</sup> Cy1-cre (*Prmt5*<sup>-/-</sup>) and Cy1-cre (Control) iGBs. *Left*, genes from the leading-edge of the “Hematopoietic cell lineage” KEGG pathway gene set. *Right*, Genes most expressed (basemean  $> 100$ ) and more differentially expressed genes in the “Cell adhesion” GO term. The relative expression the same genes in splenic centrocytes (CC), centroblasts (CB), plasmablasts (PB), plasma cells (PC), memory B cells (Mem) and BM plasma cells was obtained from Immgen RNA-seq data and shown as heat map next to each gene set. **F)** Mean  $\pm$  s.d. iGB cell count at re-plating from 2 experiments comparing Cy1-cre (Ctrl) or *Prmt5*<sup>F/F</sup> Cy1-cre (F/F) iGB cultures. **G)** Plasma cell proportion in cultures of splenic B cells from individual mice (symbols) of the indicated genotypes and mean (bars) for 2 experiments are plotted. **H)** Flow cytometry gating strategy for splenic plasma cells (related to Fig. 9F). **I)** Representative flow cytometry plots of Cy1-cre (Ctrl) or *Prmt5*<sup>F/F</sup> CD19-cre (F/F) B cells activated *ex vivo* stained with CFSE and anti-IgG1. Means  $\pm$  s.d. proportion of IgG1<sup>+</sup> cells per division, determined from CFSE peaks, are plotted for n mice from 2 experiments. **J)** WB for sDMA (SYM11) and Actin, as a loading control, in extracts from wt splenic B cells stimulated with LPS and IL-4 for 72 h in the presence of 5  $\mu$ M EPZ. The position of splicing factor Smd3 is indicated. **K)** Mean + s.d. plasma cell proportion in cultures of splenic B cells from wt or p21-deficient mice treated with DMSO or doses of Prmt5 inhibitor EPZ.

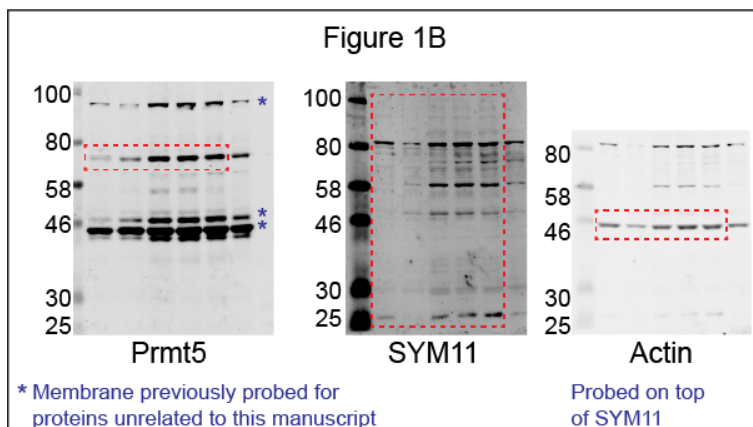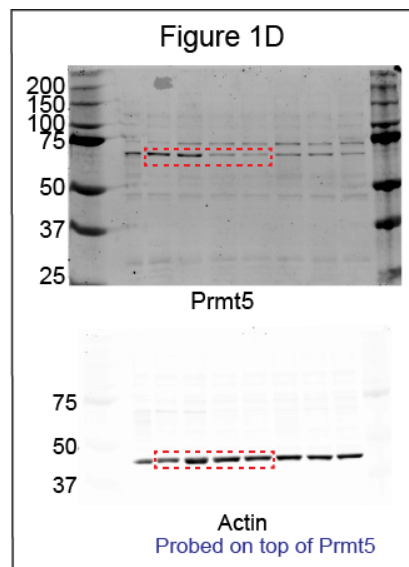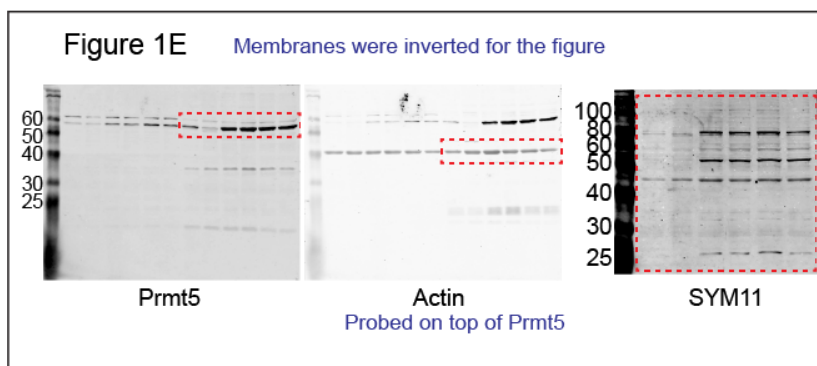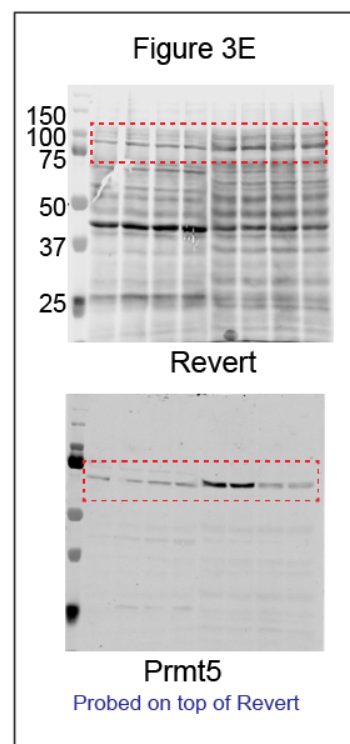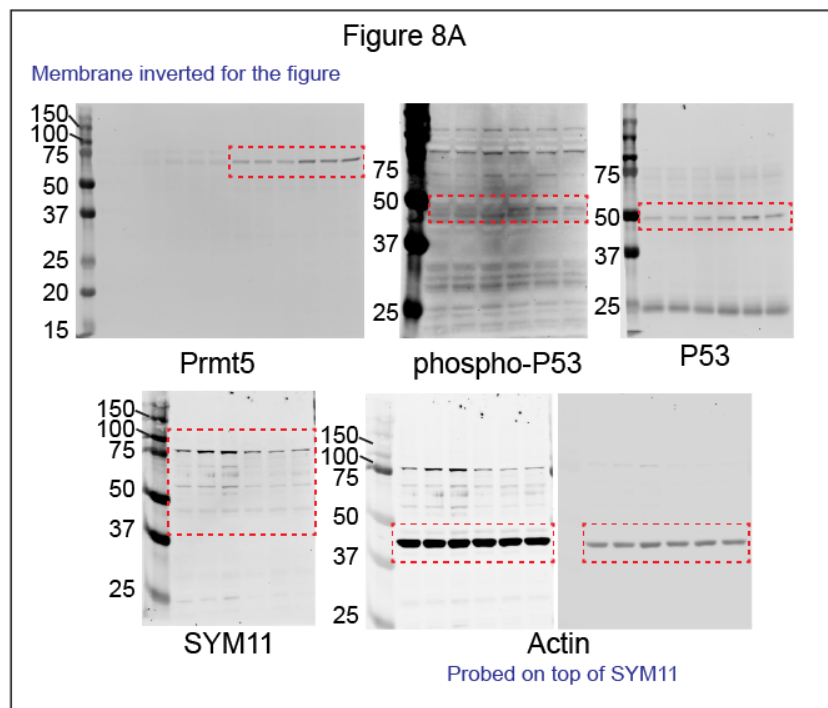

**Supplementary Figure 7 – Uncropped Western blots.**

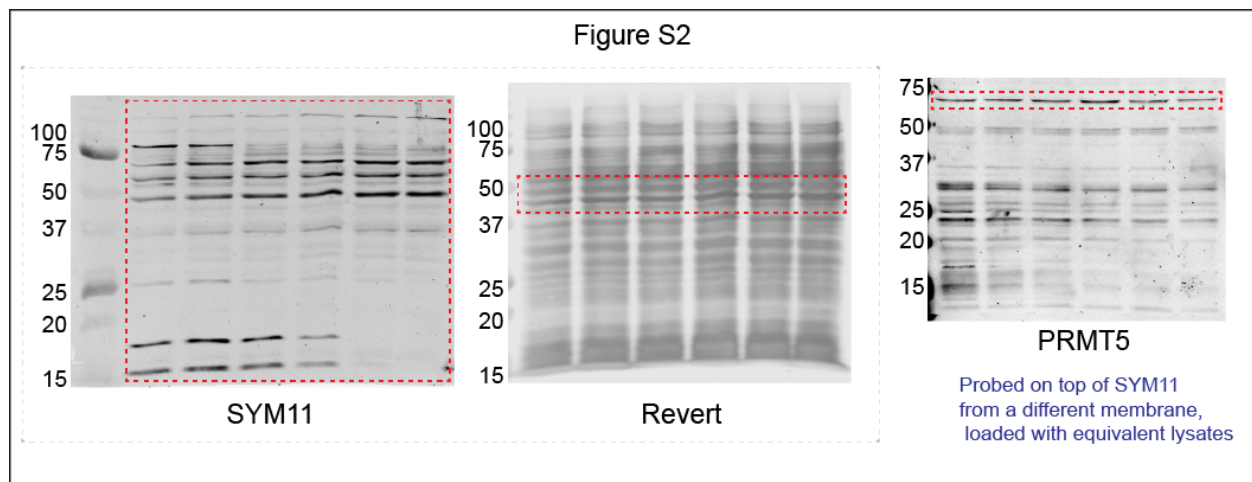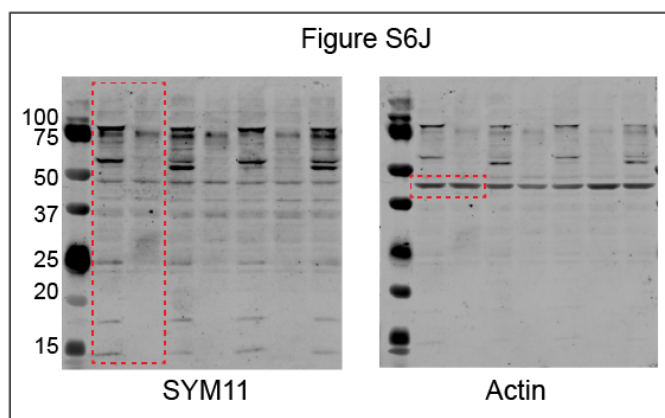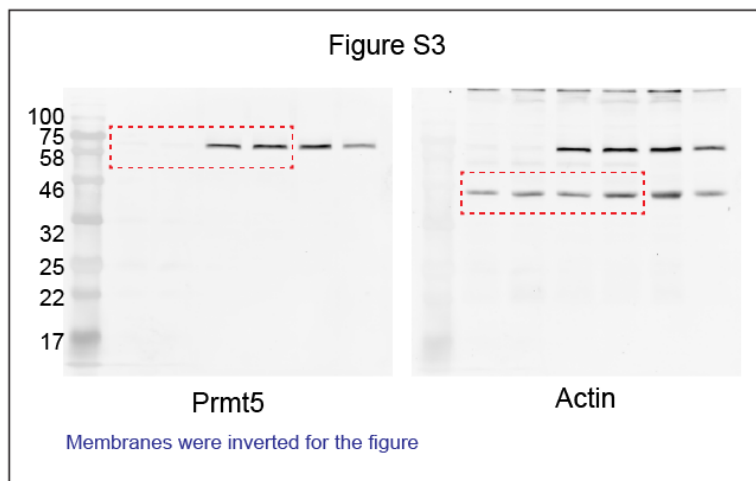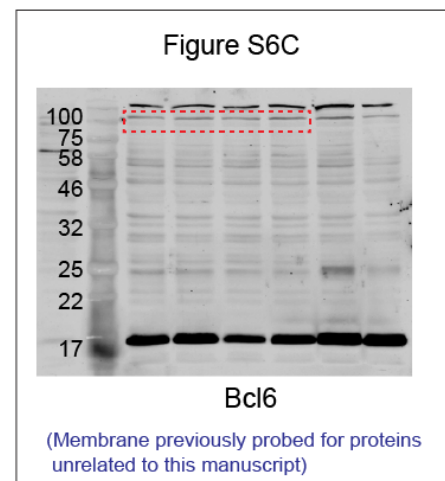

### Supplementary Figure 7 – Uncropped Western blots (cont.).

The whole western blots used to construct the indicated figure panels are shown, indicating molecular mass markers position and the region cropped from each. Where indicated, the blots were successively probed with different antibodies, so multiple signals are visible; some of which were not used for this manuscript.

# Supplementary material for: PRMT5 is essential for B cell development and germinal center dynamics
**Source:** Nat Commun. 2019 Jan 3;10:22. doi: 10.1038/s41467-018-07884-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1 :

Gene expression changes in Cg1-cre Prmt5F/F iGBs versus Cg1-cre controls.

### Supplementary Data 2 :

Functional annotation of gene expression changes in Cg1-cre Prmt5F/F iGBs.

### Supplementary Data 3 :

Genes with splicing alterations in Cg1-cre Prmt5F/F vs Cg1-cre iGBs.

### Supplementary Data 4 :

Functional annotations of genes with splicing defects in Cg1-cre Prmt5F/F iGBs

### Supplementary Data 5 :

Antibody list and details.

### Supplementary Data 6 :

PCR primers list.

# Supplementary material for: PRMT5 is essential for B cell development and germinal center dynamics
**Source:** Nat Commun. 2019 Jan 3;10:22. doi: 10.1038/s41467-018-07884-6
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Details provided in the methods section

Data analysis

Details provided in the methods section

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability: RNA-seq data generated in this work was deposited at NCBI under accession number GSE120309. Accession number of RNA-seq or microarray datasets obtained from public repositories are provided in the corresponding figure or figure legend. All other relevant data is included.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was based on the combination of the magnitude of effect observed, whether or not statistical significance was reached, as well as availability of mice. For most experiments cells from at least 4 mice per group from 2 independent experiments were analyzed.                                                                                 |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                                                                                                                                     |
| Replication     | Experiments were repeated at least twice with at least two animals per experiment per genotype. When both experiments were consistent this was considered sufficient for a conclusion. In very few cases one experiment was conducted, but, as explained in the answer to reviewers, in this case multiple independent evidences supported the conclusions. |
| Randomization   | Mice 2-4 month old were used, mix of males and females that were randomly assigned to experiments according only to their genotype.                                                                                                                                                                                                                         |
| Blinding        | Blinding was not performed. It was not considered necessary because most measurements were done using objective methods (i.e. via automated software).                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Described in Supplementary Data 5                                                                                                                                                                                                                                                  |
| Validation      | All antibodies were from commercial sources. Validation was assumed from supplier statement but for most antibodies it was confirmed based on known staining profile and/or the presence of appropriate negative controls (i.e. Cell types or extracts lacking the target antigen) |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                        |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 40LB cells were generated and provided by Dr D Kitamura                                                                |
| Authentication                                                       | 40LB cells were authenticated based on the presence of antibiotic resistances and function (capacity to generate iGBs) |
| Mycoplasma contamination                                             | 40LB cells were regularly tested for and confirmed to be Mycoplasma free.                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | none used                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                  |
|-------------------------|--------------------------------------------------|
| Laboratory animals      | Mouse lines were all in the C57BL6/J background. |
| Wild animals            | None                                             |
| Field-collected samples | None                                             |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                  |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|
| Sample preparation                                                                                                                                        | Data provided in the methods section             |
| Instrument                                                                                                                                                | Data provided in the methods section             |
| Software                                                                                                                                                  | Data provided in the methods section             |
| Cell population abundance                                                                                                                                 | Data provided in the methods section             |
| Gating strategy                                                                                                                                           | Data provided in main and supplementary figures. |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

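RNA-seq of iGBs at day 4 after plating on 40LB feeder cells was used, with 4 Prmt5-null and 4 control libraries, each from 1 mouse. The authors separated the B cells from the feeder cells by elutriation, removed ribosomal RNA, trimmed the reads with Trimmomatic, aligned them with STAR to the mm10 build, which is GRCm38, and counted uniquely mapped reads on exons of Ensembl genes with featureCounts. The authors deposited these counts as a normalized signal, each divided by the DESeq2 size factor of its library. The paper's text does not name the strand setting of the counting, so overlapping and antisense genes are uncertain, as are genes with near-identical copies, whose reads unique mapping drops. For splicing, the authors ran rMATS on untrimmed reads with the Ensembl GRCm38 annotation and deposited, for the most significant event of each type per gene, p-values, FDR values, inclusion levels as lists of 4 fractions per genotype, and read counts behind them. These lists do not name their libraries, so they are given as the authors' values without an SD.

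Every deposited gene value was a whole multiple of the worth of 1 read in its library (100% of values in each), which gave totals from 42752293 to 47174851 (median 44996131) in Prmt5-null and from 36731721 to 50366174 (median 45146954) in control libraries. Of 39017 genes, 12321 were at 0 in all libraries, and 16250 with a mean of at least 10 were tested. With 4 libraries per genotype the smallest exact permutation p is 0.0286. Genotypes were compared with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, on log2(normalized count + 1), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a change of at least 1.5-fold. Lists of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 14 lists. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. On simulated counts of 16123 genes with 200 changed, limma recovered 94.5% with 5 false calls and edgeR 95% with 8. DESeq2 recovered 96.5% with 15 and DESeq2 with a prior 88.5% with 1. The simulated changes were of 4-fold, of which limma recovered 100%, and of 2-fold, of which it recovered 89%. Changes of 1.5-fold were not simulated, so these shares do not give the sensitivity of the calls at 1.5-fold.

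Splicing was analysed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. An event counted where its adjusted p was below 0.05 and its difference in inclusion level at least 0.1 in the same comparison. Overlaps used Fisher's exact test among genes with a mean above 50. A genome sequence was not used here, so splice sites were read from the GENCODE transcript sequences of GRCm38, a method chosen after the data were seen. Permutation tests used 100000 resamples, tests matched on expression 10000 draws, and comparisons of single values over the libraries all assignments of 4 and 4.

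The genes named are those that the paper names or shows by symbol for this experiment, some of which are not reported here, the 5 largest rises and 5 largest falls among called genes with a mean above 50 and no overlap between the genotypes, and at most the 5 largest changes of each other list. For splicing they are the events of genes that the paper names and the 3 largest events of each type. Col1a2, Eif2s3x and Fn1 fall outside this rule and were chosen after their values were seen. The lists of light zone, dark zone, CD40-induced, Myc, mTORC1, plasma and memory, fibroblast, immediate early, ATF4, T cell and myeloid genes and 1 of the 2 lists of p53 target genes were written from general knowledge in advance, because the gene sets from the literature that the paper used were not used here. The other p53 list and the 2 heat map lists were read from the paper's figures, and ribosomal protein genes were taken by symbol. Alternatives changed the pseudocount, the filter on low values, the normalization, the trend, the tool, the thresholds and the libraries, or added the experiment as a block. The study had 2 experiments that no label ties to a library, so the block was fitted in all 18 placements of 2 libraries of each genotype in each. Other assays and mouse crosses of the study, GO enrichment and GSEA were not analysed here.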

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

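The tests on library size, on olfactory receptor reads, on the number of fibroblast genes that were higher, with the fibroblast list as a covariate, with the immediate early list as a covariate for p53 target genes and surface adhesion genes, and of list medians over other splits were chosen only after the result was seen. Of 168 groups of 4 libraries compared, 9 held 1 library far from the other 3, with a gap to the nearest library that takes more of the whole range than Dixon's 95% critical value, where chance gives 8.4. The number of such groups is therefore close to what chance gives, and no biological explanation was tested for single libraries.

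In Prmt5-null replicate 10617, Slc19a1 had 914 normalized counts, against 676 to 709 in the other 3 (ratio 0.843). In Prmt5-null replicate 10618, Fn1 had 875 normalized counts, against 1059 to 1093 in the other 3 (ratio 0.858). In Prmt5-null replicate 10771, Gcsam had 189 normalized counts, against 139.9 to 146 in the other 3 (ratio 0.850). In CTRL-10370, Cxcr4 had 3821 normalized counts, against 2951 to 3056 in the other 3 (ratio 0.865) and Zmat3 had 1302 normalized counts, against 1978 to 2129 in the other 3 (ratio 0.850). In CTRL-10650, Egr1 had 1595 normalized counts, against 2279.7 to 2415 in the other 3 (ratio 0.861) and Kdm5d had 2306 normalized counts, against 2868 to 2970.0 in the other 3 (ratio 0.861). With each library left out in turn, the direction of these 7 genes between the genotypes did not change. The adjusted p from limma, edgeR or DESeq2 stayed below 0.05 for Cxcr4, Egr1, Gcsam, Slc19a1 and Zmat3 in every alternative run and was never below it for Kdm5d. For Fn1 it was below 0.05 in some of them only.

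The 10 most abundant genes took 10.0% of the reads in Prmt5-null replicate 10770, against 7.92% to 8.25% in the other Prmt5-null libraries (ratio 0.844). The genotypes did not differ in this share (exact permutation test, p = 0.543) or in the number of reads (exact permutation test, p = 0.886), which argues against both as the source of the genes called between them.

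Reads on olfactory receptor genes made up 9.33 CPM in Prmt5-null replicate 10618, against 4.26 to 5.07 in the other Prmt5-null libraries (ratio 0.840), and 10.8 CPM in CTRL-10597. These 2 libraries, 1 of each genotype, also had reads on the most genes. Deeper sequencing is argued against, since CTRL-10597 had the fewest reads of the 8 libraries, 36731721. A candidate explanation is reads spread over the genome, as from genomic DNA, since both libraries had at least 9.33 CPM of olfactory receptor reads, more than any of the other 6. No biological explanation was tested, and with 1 library in each genotype the reads do not follow the comparison.

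Genes abundant in fibroblasts, which the paper does not discuss as a group, were higher in Prmt5-null iGBs, with a median log2 fold change of 0.72 and 29 of 29 tested genes higher. limma gave 6 of them an adjusted p below 0.05 over all genes and 12 when adjusted over the list alone. Of the 34 genes of the list, 29 had a mean of at least 10 in these libraries, and 4 are also in the heat maps of Supplementary Figs. 5C and 6E, which the study chose on these libraries. Among the most abundant, Thbs1 had 4405 ± 1459 normalized counts (SD, n = 4) in Prmt5-null iGBs and 2505 ± 771 (SD, n = 4) in control iGBs, and Col1a2 had 2783 ± 745 normalized counts (SD, n = 4) in Prmt5-null iGBs and 1666 ± 318 (SD, n = 4) in control iGBs. Of the 35 splits of the 8 libraries into 4 and 4, 7 gave as small a camera p and 2 as large a median, so chance stays open, and the mean of the list did not separate the genotypes past 0.05 (exact permutation test, p = 0.0571). The paper separated B cells from the 40LB feeder cells by elutriation, and a larger remainder of feeder RNA in the Prmt5-null cultures is a candidate explanation. Cd40lg and Tnfsf13b, the genes of the proteins that 40LB cells are made to express, were higher by 0.58 and 0.65 on the log2 scale (adjusted p = 0.333 and 0.159 from limma). With the mean of the fibroblast list as a covariate, the fibroblast genes had a median log2 fold change of 0.03. The 12 adhesion genes of the heat map outside that list are called surface adhesion genes here, though not all encode surface proteins. They had a median of 1.54, against 1.06 without the covariate, with 9 called, against 11. The study chose these genes on these libraries, so neither the size of the rise nor the calls kept are independent of the choice. This fit therefore does not decide whether feeder RNA is their source. Feeder RNA stays open for them and for other adhesion and matrix genes that fibroblasts also express. Under this covariate 819 genes were called at 1.5-fold, 500 of them shared with the 1053 called without it, which argues against feeder RNA as the whole source of the calls and leaves it open for the others. Expression of these genes by Prmt5-null B cells was not tested.

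Immediate early genes, which as a group are not discussed in the paper, had a median log2 fold change of -0.89, with 12 of 13 lower in Prmt5-null iGBs. limma gave 7 of them an adjusted p below 0.05 over all genes and 9 when adjusted over the list alone. Of the 35 splits, 5 gave as small a camera p, which leaves chance open, while 1, the real split itself, gave as large a median, which argues against it. Egr1 (-1.91) and Ier2 fell with an adjusted p of 0.000745 and 0.000491 from limma, and Fos (-1.61) and Fosb (-1.58) did not pass 0.05. The mean of the list was lower in all 4 Prmt5-null libraries than in all 4 control libraries (exact permutation test, p = 0.0286, the smallest possible). Such genes respond quickly to the handling of cells. With their mean as a covariate, 381 genes were called at 1.5-fold, 260 of them shared with those called without it. Under this covariate the 18 p53 target genes that the paper neither names nor shows in its heat maps had a median log2 fold change of 0.56, with 12 higher and 5 called, as many as without it. Of the 35 splits with the same covariate, 1, the real split itself, gave as large a median. As small a camera p came from 2, which leaves chance open by that measure, and 18 gave a camera p below 0.05. The covariate separates the real split and not the others, so these splits decide nothing about handling as the source for these genes. The surface adhesion genes had a median of 1.72 under this covariate, against 1.06 without it, with 9 of 12 called, against 11. The immediate early genes themselves moved to a median of -0.09. The mean of the immediate early list separates the genotypes, so this fit cannot decide whether handling is the source for the surface adhesion genes. The study chose them on these libraries, so the size of their rise is not independent of the choice. For the same reason, handling and genotype cannot be told apart for the calls lost under this covariate or for those kept. A weaker response of Prmt5-null cells to their stimuli stays open, untested.

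Target genes of ATF4, the transcription factor of the amino acid response, which the paper does not discuss as a group, had a median log2 fold change of -0.43, with 15 of 18 lower. limma gave 10 of them an adjusted p below 0.05 over all genes, 9 lower and 1 higher, and 10 when adjusted over the list alone. Pycr1 and Chac1 fell by 1.77 and 1.22 on the log2 scale, and Sesn2, which is also in the list of p53 target genes, rose by 0.66. Of the 18 genes, 11 are also in the mTORC1 list. Of the 35 splits, 4 gave as small a camera p, which leaves chance open, while 1, the real split itself, gave as large a median, which argues against it. No other explanation was tested.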

How the results depend on the processing

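The covariates, the removal of a trend on gene length, DESeq2 on all genes, DESeq2 or a block at an absolute log2 fold change of at least 0.5, rMATS's own FDR, the minimum of reads per event, the restriction to genes with 3 or more exons, alone or with another choice, the overlaps with genes called by other tools, splice sites read from transcripts and the comparison of acceptor sites with the introns of all genes were chosen after the result was seen, and the other alternatives in advance. Where no reason is given, the cause was not tested.

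The 1053 genes called at 1.5-fold were from 795 to 1173 across the 8 fits that each left out 1 library, and from 917 to 1243 with the experiment as a block in 18 placements. They fell to 637 at an adjusted p of 0.01, a stricter threshold, and to 381 with the mean of the immediate early genes as a covariate. The 396 genes at 2-fold became 219 among genes with a mean above 50, where fewer genes are tested, 164 with DESeq2's prior, which shrinks fold changes, and 160 with that prior fitted over all genes. Their number was from 308 to 473 with 1 library left out and from 349 to 438 with a block. Of them 65.2% were higher in Prmt5-null iGBs. This share was 59.4% with a mean above 50, 57.7% after quantile normalization and 74.4% with DESeq2's prior, and from 60.0% without Prmt5-null replicate 10618 to 69.9% without CTRL-10596.

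Both lists of p53 target genes, both heat map lists and the dark zone and plasma and memory lists kept their direction and their side of the threshold in each of 38 alternatives. Under camera with an estimated correlation between genes, which changes the p and not the median, the lists that lost their call were CD40-induced (median 0.24, adjusted p = 0.157, over its alternatives from 1.17e-05 to 0.157), mTORC1 (median -0.44, adjusted p = 0.0758, over its alternatives from 1.17e-15 to 0.0758), fibroblast (median 0.72, adjusted p = 0.211, over its alternatives from 4.64e-11 to 0.211), immediate early (median -0.89, adjusted p = 0.105, over its alternatives from 1.35e-08 to 0.105), ATF4 (median -0.43, adjusted p = 0.199, over its alternatives from 3.34e-08 to 0.199) and ribosomal protein genes (median 0.22, adjusted p = 0.451, over its alternatives from 2.05e-11 to 0.451). The ribosomal protein genes, of which 74 of 80 were higher and 6 had an adjusted p below 0.05 from limma over all genes and 2 when adjusted over the list alone, also lost their call under fry (median 0.22, adjusted p = 0.116), and had a median of 0.12 without Prmt5-null replicate 10770. The Myc list, with a median of -0.073, lost its call with a mean above 50 (adjusted p = 0.0671), without the trend (0.0585), under fry (0.099) and with an estimated correlation (0.454), over alternatives from 0.00978 to 0.454. With 1 library left out its median was from -0.098 to -0.020, and the call was lost without Prmt5-null replicates 10618 and 10771, CTRL-10650 and CTRL-10597. The light zone median was from -0.019 to 0.056, and below 0 without Prmt5-null replicate 10617, CTRL-10650, CTRL-10596 and CTRL-10597.

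Of 77 genes followed by name, 54 kept direction and side in every alternative that gave a value, 19 changed side and 4 reversed. These last were Bcl6 (from -0.21 to 0.13 with 1 library left out, above 0 without Prmt5-null replicate 10770 and without CTRL-10596), Prmt7 (from -0.21 to 0.0059, above 0 without replicate 10618), Sdc1 (from -0.019 to 0.28, below 0 without CTRL-10370) and Uty (from -0.15 to 0.0090, above 0 without replicate 10617 and without CTRL-10597), none of which had an adjusted p below 0.05 from limma over the 8 libraries. Counting each gene once for each alternative, 46 of 616 values became weaker and 13 stronger with 1 library left out, 36 and 19 of 1386 with a block, and 13 and 11 of 766 under other alternatives.

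In control iGBs Prmt5 was 3.30 times as high as the next family member, Prmt7. Per kilobase it was 5.10 times as high as Prmt7. Prmt1 was left out there because the annotation used gave it no length, so the next member per kilobase is not known. Of 1511 genes and 1906 events with changed splicing, 411 genes and 453 events remained at a difference of at least 0.25. The share of altered 3′ splice sites with higher inclusion, 50.8%, was 46.9% at this difference and 49.1% on junction reads alone, each with an interval that includes 50%. The odds ratio of spliced and differentially expressed genes no longer passed 0.05 with at least 20 reads in each library (1.08, p = 0.546), with genes called by DESeq2 (1.17, p = 0.119) or DESeq2 with its prior (1.19, p = 0.125) and among genes with a transcript of 3 or more exons (1.22, p = 0.0615), by Fisher's exact test. Among such genes it was 1.19 on junction reads alone (p = 0.101) and fell below 1, to 0.981, with at least 20 reads in each library (p = 0.948), from the same exact test, with p over the alternatives from 7.32e-05 to 0.948. The higher acceptor scores of introns retained more rose from 0.63 to 1.68 at a difference of at least 0.25 (adjusted p = 0.00048, permutation test) and were no longer past 0.05 against the introns of all genes (difference 0.29, adjusted p = 0.26, permutation test).

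Splice site scores from the introns of genes with a mean above 50 alone were not run. Splicing without the expression threshold and with the most significant event of each type per gene gave no values of their own, because every gene in the authors' deposited table already has a mean above 50 and 1 event per type. The most significant event per gene over all types was not run. It would drop events, since 269 genes had events of 2 types, 45 of 3 and 12 of 4. The depth limits the splicing differences, with 633 of the events having fewer than 20 reads in some library. No paired analysis was possible because the labels give the genotypes no shared replicate numbers.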

Differences from the paper's values

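For genes lower at 4-fold, limma called 3, against the paper's count of about 1 in Fig. 6a, read by eye. With a pseudocount of 10, with a mean above 50 and with DESeq2's prior on fold changes the count was 1, and the other alternatives set before the data were examined did not close the gap.

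For the skipped exon of Ep400, the difference in inclusion level in the authors' deposited table is 0.185, against about 0.26 in Fig. 6h, read by eye, and junction reads alone, with 0.187, did not close the gap. For Kat5 the authors' deposited table gives 0.160, against about 0.17 in Fig. 6h, read by eye, and 0.168 on junction reads alone, which closes it. For Mdm4 it holds 1 skipped exon, with 0.153 in the authors' deposited table and 0.154 on junction reads alone, against about 0.25 and about 0.23 for the 2 events of Supplementary Fig. 5D, read by eye, and neither closed the gap.

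Other counts were within 1.5 times of the paper's. At 1.5-fold limma called 1053 genes, against the paper's 1511, which no setting run gave itself. The paper's methods state 1.5-fold, while its sheets of genes changed by 1.5- to 2-fold start at an absolute log2 fold change of 0.50 for higher and 0.50 for lower genes. At an absolute log2 fold change of at least 0.5, set before the data were examined, limma called 1287 genes, and with the experiment as a block in the 18 placements, chosen after seeing the values, from 1119 to 1529, with 1495 for the placement along the second principal component. At this fold change DESeq2 called 1570 genes, and 1537 when fitted over all genes, both chosen after seeing the values, and at 1.5-fold DESeq2 called 1277. At 2-fold limma called 396 genes, 258 of them higher, against the paper's 382 and 257. With the experiment as a block, 1 of the 18 placements gave 382 genes and another gave 257 higher genes. The deposited splicing table holds 1519 genes, of which 1511 passed the thresholds, against the paper's 1518 spliced genes. The 4 sheets of Supplementary Data 1 by fold change hold 1509 genes. The paper's methods set a mean above 50, while 123 of the 257 genes on the sheet of genes higher at 2-fold have one. Its sheet of all genes was not used here. Of 1508 genes on the 4 sheets with a value here, all 1508 had the same sign, with a median difference in log2 fold change of 0.018. The levels in Supplementary Fig. 3A match the normalized counts after a change of unit on its axis.

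Among the genes that the paper shows by symbol and lists as changed by at least 1.5-fold, limma did not call Ccnd1 (log2 fold change 0.59, adjusted p = 0.0725), Cd63 (log2 fold change 0.89, adjusted p = 0.067), Il2ra (log2 fold change 0.62, adjusted p = 0.0688), Itga2b (log2 fold change 0.92, adjusted p = 0.0612) and Pmaip1 (log2 fold change 0.48, adjusted p = 0.0831). Ccnd1 was called with DESeq2, with Prmt5-null replicate 10618 left out, with CTRL-10597 left out and with a block in 2 of 18 placements. Cd63 was called with edgeR, with DESeq2, with DESeq2's prior, with Prmt5-null replicate 10618 left out and with a block in 3 of 18 placements. Il2ra was called with DESeq2, with Prmt5-null replicate 10770 left out, with CTRL-10650 left out and with a block in 3 of 18 placements. Itga2b was called with DESeq2, with DESeq2's prior, with CTRL-10596 left out, with CTRL-10597 left out and with a block in 4 of 18 placements. Pmaip1 was called with Prmt5-null replicate 10770 left out.

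The paper states that signatures of light zone B cells and of CD40 engagement were depleted in Prmt5-null iGBs. The lists used here, which are not its gene sets, had median log2 fold changes of 0.010 and 0.24, the second above 0 in every alternative run. It states that the choice of 3′ acceptor sites was unaffected, while acceptor scores of introns retained more were higher than those of other introns of the same genes, by a mean of 0.63 and, for events with a difference of at least 0.25, of 1.68, and could not be told from those of the introns of all genes.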

Other observations

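The tests on Eif2s3y, on exons and expression together, on the direction of the overlap, on few reads, on exons with lower against higher inclusion, on the second principal component, of list medians over other splits and of p53 target genes outside the paper's own were chosen only after the result was seen. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes called at 1.5-fold, the real split itself, and likewise 1 at 2-fold, which argues against chance for these counts. The genes of the p53, adhesion and hematopoietic heat maps were chosen by the study on these libraries, so that the splits with as small a camera p (1, 1 and 2) or as large a median (1, 1 and 1) decide nothing about chance. The list of p53 target genes, with 1 split by camera p and 1 by median, holds 14 such genes among 32. Its other 18 genes, 13 of them higher, had a median log2 fold change of 0.41. For these, 1 split, the real one, gave as large a median, which argues against chance, and 2 gave as small a camera p, which leaves it open. As small a camera p came from 3 splits for the mTORC1, 5 for the CD40-induced, 13 for the light zone, 15 for the dark zone, 15 for the Myc, 21 for the plasma and memory and 17 for the ribosomal protein list, the real split included, so that by camera p chance stays open for these. As large a median came from 1 split, the real one, for the mTORC1 and 1 for the CD40-induced list, which argues against chance for these medians. It came from 2 splits for the ribosomal protein, 5 for the plasma and memory, 7 for the Myc, 9 for the dark zone and 31 for the light zone list, for which chance stays open by both measures.

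Other sources of the genes called at 1.5-fold were tested. Xist had at most 8.17 normalized counts in any library, which argues against female mice among them. After removal of a trend on gene length 1115 genes were called, 1030 of them shared with the 1053. The second principal component, with 25.8% of the variance, separated Prmt5-null replicates 10617 and 10618, CTRL-10596 and CTRL-10597 from the other 4 libraries, a split that is not the genotype and is among the 18 placements of the experiments. It is also the placement that sample numbers read in the order of the listed libraries would give, an order that no label states. With the sign of this component as a block, 1209 genes were called, and all 1053 were among them. The fit for gene length argues against length as the source of the calls. The split along the second component holds 2 libraries of each genotype on either side. A block on it could therefore not change the fold changes, only their spread, and is no test of the source of the calls. With this block 6 genes of the hematopoietic heat map were called, against 4 without it.

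Eif2s3y, a Y chromosome gene, fell by 0.65 on the log2 scale in Prmt5-null iGBs (adjusted p = 0.00861 from limma), with overlap between the genotypes. A lower share of male cells is argued against by a median log2 fold change of 0.13 for Ddx3y, Kdm5d and Uty. Reads moved to the X chromosome copy are argued against by Eif2s3x, which was higher by 552 normalized counts, while Eif2s3y fell by 2429.7. A biological source was not tested.

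Exons with a high and introns with a low inclusion level have room to change in 1 direction only. Among events with inclusion levels from 0.35 to 0.65, 74.5% of 161 SE events had lower (95% interval 67.3% to 80.6%) and 86.5% of 104 RI events higher inclusion (78.7% to 91.8%), which argues against such room as the source of the direction. The 121 genes both spliced and differentially expressed exceeded draws of genes matched on mean expression, with a mean of 80.9 (65 to 97), and draws of genes with a transcript of 3 or more exons matched on mean expression, with a mean of 92.3 (76 to 109, 7 of 10000 draws as high). Expression and exon number are therefore argued against as the whole source of this overlap, which at least 20 reads in each library reduced to an odds ratio of 1.08, and to 0.981 among genes with a transcript of 3 or more exons. The excess lay with genes lower in Prmt5-null iGBs, of which 24.0% carried an event, against 9.34% of higher genes and 14.1% of genes not called. With at least 20 reads in each library the shares were 13.8%, 5.22% and 9.65%. This split was not matched on expression.

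As a hypothesis, transcripts with a retained intron may be lost. The 294 genes with an intron retained more in Prmt5-null iGBs had a median log2 fold change of -0.086, with 181 below 0, against -0.046 to 0.013 in draws matched on mean expression (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give). Transcripts shifted out of frame may likewise be lost. Genes whose skipped exon shifts the frame had a median of -0.093 and those whose exon does not -0.016, a difference of -0.077 (one-sided permutation test, p = 0.00079, 361 and 251 exons). Loss of transcripts itself was not measured, and both shifts are small.

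Weak donor sites stay open as a source of retained introns, with donor scores of introns retained more different by a mean of -0.96 within genes. For skipped exons the last base does not decide. Exons skipped more ended less often in G than the exons before them (McNemar's exact test, p = 0.00317), but about as often as exons with higher inclusion, 79.4% against 78.7% (Fisher's exact test, p = 0.862), and it was the exons before them that differed, 85.9% against 77.4%. Weak acceptor sites are argued against, with acceptor scores higher by 0.63. Few reads may account for part of the largest differences in inclusion level. Of events with at least 20 reads in each library 12.9% had a difference of at least 0.25, against 41.9% of the others, and the events with such differences had a median of 150 reads, against 644 (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give).

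The paper mentions altered splicing of Il2rg and Jak3 in its discussion. In the authors' deposited table the skipped exon of Il2rg on chromosome X from 101265630 to 101265726 had inclusion levels from 0.835 to 0.876 in control and from 0.548 to 0.651 in Prmt5-null libraries, with 4894 reads. In the authors' deposited table the retained intron of Jak3 on chromosome 8 from 71680798 to 71680882 had levels from 0.094 to 0.149 in control and from 0.313 to 0.543 in Prmt5-null libraries, with 605 reads. The level of Jak3 fell by 1.03 on the log2 scale (adjusted p = 0.000769 from limma) and that of Il2rg by 0.36 (adjusted p = 0.0328 from limma, and up to 0.0953 over the alternatives).

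Of 12 T cell genes 4 had a mean of at least 10, 2 higher and 2 lower in Prmt5-null iGBs, with 2 past an adjusted p of 0.05 from limma over all genes and 2 when adjusted over the list alone. Of 14 myeloid genes 6 did, 5 higher and 1 lower, with 2 past an adjusted p of 0.05 from limma over all genes and 2 when adjusted over the list alone.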
